# Gibberellin-deactivating GA2OX enzymes act as a hub for auxin–gibberellin cross talk in *Arabidopsis thaliana* root growth regulation

**DOI:** 10.1073/pnas.2425574122

**Published:** 2025-07-22

**Authors:** Monika Kubalová, Jayne Griffiths, Karel Müller, Lev Levenets, Edita Tylová, Danuše Tarkowská, Alexander M. Jones, Matyáš Fendrych

**Keywords:** gibberellin, auxin, Arabidopsis, root

## Abstract

Plant bodies are built from immobile cells, making the regulation of cell expansion essential for growth, development, and adaptation. In roots, cell elongation executes the movement of the root tips through the soil. This process is tightly controlled by numerous signaling pathways. Among these, gibberellin and auxin signaling stand out for their contrasting effects on root growth, interacting through complex cross talk at multiple regulatory levels. Here, we reveal the molecular basis of the auxin–gibberellin cross talk in the model plant *Arabidopsis thaliana*. We show that the auxin signaling pathway steers the expression of *GIBBERELLIN 2-OXIDASES (GA2OXs)*, key gibberellin-deactivating enzymes in the root elongation zone (EZ). GA2OXs are negative regulators of root cell elongation; *GA2OX8* overexpression decreases gibberellin levels and inhibits root cell elongation; in contrast, the *ga2ox heptuple* mutant roots show elevated gibberellin levels in the EZ and grow longer roots. Intriguingly, shoot-derived auxin can regulate *GA2OX6* and *GA2OX8* expression in roots, linking systemic auxin signaling to local gibberellin level modulation. Together, our findings identify GA2OX6 and GA2OX8 enzymes as key mediators of auxin–gibberellin cross talk, providing insights into their roles in root elongation. These results expand our understanding of how auxin integrates with gibberellin signaling to coordinate root development and growth dynamics.

## Significance

Plant growth and development depend on the precise regulation of cell elongation. The phytohormone gibberellin promotes cell elongation, while elevated auxin levels inhibit root growth. This study reveals that auxin regulates gibberellin levels in *Arabidopsis thaliana* roots by controlling the expression of *GA2OX6* and *GA2OX8* genes, which inactivate gibberellins, thereby limiting cell elongation. *GA2OX* genes act as integrators of gibberellin and auxin signaling. By elucidating this interaction, the study advances our understanding of the mechanisms underlying root growth regulation in plants.

Plants show a remarkable ability to modulate growth in response to developmental and environmental cues. The activity of the root meristem and elongation zone (EZ) is orchestrated by a complex network of phytohormonal signaling pathways to steer the navigation of the root through the soil and to ensure coordinated growth of aerial organs with roots. The phytohormones auxin and gibberellins (GA) play pivotal and sometimes opposing roles in the control of cellular elongation in roots.

The nuclear auxin pathway (NAP) is characterized by the auxin receptor TRANSPORT INHIBITOR RESPONSE1 (TIR1)/AUXIN-SIGNALING F-BOX (AFB), which, in the presence of auxin, associates with coreceptors AUXIN/INDOLE ACETIC ACID (Aux/IAA) proteins, leading to their degradation and the release of AUXIN RESPONSE FACTORS (ARFs) that modulate the transcription of auxin-regulated genes (1). As far back as 1939, it was discovered that auxin inhibits root elongation (2). Surprisingly, a recent study shows that inhibiting NAP initially boosts root cell elongation, and only after several hours, it leads to meristem exhaustion, resulting in inhibition of root growth (3). This highlights the time dependency of auxin responses in the root.

GA are master regulators of cellular elongation (4). GA bind their receptor GIBBERELLIN INSENSITIVE DWARF (GIDs) and DELLA transcriptional repressors (including RGA and GAI), leading to the degradation of DELLA and subsequent activation of GA-regulated gene transcription (5–8). The *Arabidopsis thaliana* root tip exhibits a remarkable gradient of bioactive GA concentration along the primary root axis, rising with distance from the meristem and peaking in the EZ (9–12), which is consistent with GA being positive drivers of cellular elongation. Additionally, GA regulate the cell cycle (13) and control root development (14, 15). The spatial and temporal distribution of GA is determined by a combination of biosynthetic, catabolic, and transport processes (16). To produce bioactive GA, most common precursors GA12 or GA53 undergo a series of reactions mediated by the group of biosynthetic enzymes—GIBBERELLIN OXIDASES—GA20OX and GA3OX (17). Inactivation of bioactive GA is catalyzed by GA2OX enzymes (18). The GA2OX enzyme family in *A. thaliana* consists of nine members: *GA2OX1, GA2OX2, GA2OX3, GA2OX4, GA2OX6, GA2OX7, GA2OX8, GA2OX9,* and *GA2OX10* (18). Overexpression of *GA2OX8* and *GA2OX7* (19, 20) or *GA2OX9* and *GA2OX10* (21) genes leads to reduced levels of bioactive GA and results in dwarfism, delayed flowering, and changed leaf morphology. On the other hand, higher-order loss of function *ga2ox* mutants show elevated levels of active GA compared to the wild type. Consequently, they display phenotypes indicative of GA excess (20–22). Although the importance of GA2OXs in aboveground tissue development is clear, their role in root development is still not understood.

Auxin and GA signaling pathways are interconnected and interact with each other, either positively or negatively during various developmental responses (23). This has been studied at different levels, including their mutual effect on signaling, deactivation, transport, and biosynthesis (24–28).

In Arabidopsis root, GA modulate auxin transport to enhance root responsiveness to auxin (26) or to regulate vascular development (29). Additionally, shoot-derived auxin modulates root growth by regulating the effect of GA response (30). Initial inhibition of NAP increases sensitivity of root to GA (11). Although GA and auxin clearly affect each other during root development, how auxin and GA actions overlap during root cell elongation is not completely understood.

In this work, we focus on two auxin-regulated GA-deactivating enzymes GA2OX6 and GA2OX8. We show that auxin signaling regulates the expression of *GA2OX6* and *GA2OX8* in the root EZ. Consequently, GA2OX6 and GA2OX8 decrease the level of GA, contributing to the regulation of root cell elongation. Our findings reveal the genetic and molecular mechanisms by which the phytohormone auxin regulates the levels of bioactive GA in the root EZ of *A. thaliana*.

## Results

### Auxin Decreases GA Response and GA Levels in Arabidopsis Root Tissue.

We have shown previously that by a genetic manipulation of the NAP we can steer the elongation rate of Arabidopsis roots; the inducible overexpression of a dominant inhibitor (dominant *IAA17/AXR3 – pG1090::XVE ≫ AXR3-1*) or activator (dominant *ARF5/MP – pG1090::XVE* ≫ *ΔMP*) of auxin-induced transcription leads to root growth promotion and growth inhibition, respectively (11). We harnessed this system to obtain time-resolved transcriptomic profiles of roots with altered cellular elongation rates (Fig. 1*A*).

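RNA was sequenced from the root tips of 5-d-old seedlings of Col-0, pG1090::XVE ≫ AXR3-1 and pG1090::XVE ≫ ΔMP. In the XVE system, a chimeric transcription factor switches on the transgene once it binds estradiol. AXR3-1 is a stabilized form of the Aux/IAA repressor IAA17, and ΔMP is a form of the transcriptional activator ARF5/MP that escapes repression by Aux/IAA proteins. Plates of each line were poured with medium holding 2.5 μM estradiol and sampled after 90 or 180 min, or with DMSO and sampled after 90 min (mock). Each of the 9 groups had 3 libraries, named A, B and C. A mock of 180 min was not among the samples, so a comparison of 180 min of estradiol with the mock also holds 90 min of time. The response of Col-0, which carries no inducible transgene, serves as the control for time and for estradiol.

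The authors quantified each library with Salmon against the coding sequences of TAIR10 and deposited estimated counts and TPM for 32875 transcripts of 27313 genes. The libraries held from 13634037 to 34272503 estimated read pairs, with a median of 20071330. The lowest, median and highest library held 17698472, 20071330 and 20125221 in the Col-0 mock, 17630090, 19193015 and 23434123 in Col-0 at 90 min of estradiol, and 13634037, 16539096 and 19087510 at 180 min. In the same order, they held 19351994, 21300728 and 22017068 in the AXR3-1 mock, 16641484, 16755419 and 28492102 at 90 min, and 19257064, 19332908 and 24037709 at 180 min. In ΔMP they held 16704274, 24784914 and 27042535 in the mock, 25075091, 31683812 and 34272503 at 90 min, and 15935379, 21024235 and 26865334 at 180 min. These totals hold only the pairs assigned to a coding sequence, and in 13 of the 27 libraries they were below the least number of sequenced pairs that the paper gives. Every value given beside the paper's sentences rests on the assigned pairs.

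Estimated counts were summed per gene, and the 27 libraries were fitted together with edgeR's quasi-likelihood model, with TMM scaling and a mean per group. The test covered 19530 genes and had 18 residual degrees of freedom, and its p-values were adjusted by the method of Benjamini and Hochberg. A gene "rose" or "fell" when its adjusted p was at most 0.05, and was "called" when its log2 fold change was also at least 1 in size, the paper's thresholds. The difference between the response of an inducible line and that of Col-0 was tested as an interaction term. The paper's statistics section gives at least 3 biological replicates for each experiment. The replicate number in the sample labels is the same for the 3 libraries of a group, so whether these come from separate cultures is not known, and the p-values measure the spread between them. Counts on the coding sequence cannot separate a transgene's transcript from that of the native gene.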

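Each transgene rose in its own line and was level elsewhere. IAA17/AXR3 (AT1G04250) went from 142 ± 11 TPM (SD, n = 3 in every group) in the AXR3-1 mock to 1185 ± 34 after 90 min of estradiol and 2539 ± 87 after 180 min, while the groups of the other lines lay between 152 and 168 TPM. ARF5/MP (AT1G19850) went from 9.20 ± 0.23 TPM in the ΔMP mock to 928 ± 42 and 1395 ± 46, against 9.63 to 10.1 TPM in the other lines. At 180 min most genes of the Aux/IAA repressors and all tested of the GH3 enzymes, which attach amino acids to auxin, rose in ΔMP, and in AXR3-1 more of them fell than rose, and auxin synthesis genes and root hair genes moved in AXR3-1.

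Of 26 Aux/IAA genes tested, 17 rose and 1 fell in ΔMP (20 and 1 adjusted over the list alone), and 1 rose and 14 fell in AXR3-1 (1 and 16 adjusted over the list alone). IAA1 had a log2 fold change of 2.12 (standard error 0.12, adjusted p = 3.52e-15 from edgeR's quasi-likelihood test) in ΔMP and of −1.65 (0.17, adjusted p = 6.15e-09) in AXR3-1. IAA16 rose by 0.60 in ΔMP and had −1.63 in AXR3-1, whereas IAA28 (−0.54 in ΔMP) and IAA30 (1.09 in AXR3-1) went against their family. The rise of IAA30 was lost without library C at 180 min (adjusted p = 0.0573) or library B (0.0728) or C (0.0919) of the mock. All 6 tested genes of auxin conjugation rose in ΔMP (6 adjusted over the list alone). In AXR3-1, 4 fell and none rose, or 5 fell and 1 rose when adjusted over the list alone. GH3.3 had log2 fold changes of 2.58 (0.15, adjusted p = 8.2e-15) in ΔMP and −1.71 (0.24, adjusted p = 1.09e-06) in AXR3-1. In AXR3-1, 5 of 6 auxin synthesis genes rose and 1 fell, and the counts adjusted over the list alone were the same. The flavin monooxygenase genes YUC7, YUC8, YUC5, YUC9 and YUC3 rose by 3.54, 2.25, 2.04, 1.51 and 0.62, and the aminotransferase gene TAA1, which acts before them in the pathway, had −1.27. YUC7 missed at least 1 of the conditions set below for the largest changes (a symbol, 2 TPM in the higher group, separated libraries). In ΔMP, TAA1 rose by 1.29 while YUC9 had −1.45, YUC8 −0.55 and YUC3 −0.18 (1 up and 3 down, also when adjusted over the list alone). The fall of YUC3 there (adjusted p = 0.048) was lost without any 1 of the 6 libraries (adjusted p = 0.0538 to 0.171) and with DESeq2 (0.0606). Of 5 root hair genes, 4 fell in AXR3-1 (4 adjusted over the list alone), among them RSL4, the regulator of hair growth, with −2.09 (0.17, adjusted p = 2.21e-11), and the hair expansin genes EXPA7 (−1.76) and EXPA18 (−1.58). In ΔMP, RSL4, EXPA7 and EXPA18 rose by 0.58, 0.68 and 0.79, and RHD6, a regulator upstream of RSL4, had −0.61 (3 up and 1 down, also when adjusted over the list alone).

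The lists were written before the data were examined. Each was set against the other genes with camera, which allows for correlation between genes. With an estimated correlation, the Aux/IAA list passed in ΔMP (adjusted p = 0.00402) and AXR3-1 (0.00406), conjugation in ΔMP (0.00406), synthesis in AXR3-1 (0.0151) and root hair in AXR3-1 (0.0134), while conjugation in AXR3-1 passed with the preset correlation alone (0.00206, and adjusted p = 0.135 with an estimated correlation). At 90 min, with an estimated correlation, conjugation passed in AXR3-1 (adjusted p = 0.00202, with all 6 genes lower) and relative to Col-0 (0.00927), as did Aux/IAA (0.0121 and 0.0265) and synthesis (0.0146 and 0.0307), while root hair passed only relative to Col-0 (0.0529 and 0.028). In ΔMP at 90 min neither Aux/IAA (0.17) nor conjugation (0.57) passed.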

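At 180 min of estradiol, 712 genes were called in ΔMP (457 up and 255 down), 513 in AXR3-1 (250 and 263) and 48 in Col-0 (22 and 26). At 90 min the numbers were 67 (38 and 29), 104 (37 and 67) and 47 (8 and 39). With no filter on low counts, those for AXR3-1 at 90 min were 148 (75 and 73). At the adjusted p alone, 250 genes rose and 537 fell in ΔMP at 90 min. After subtraction of the Col-0 response, 486 genes were past both thresholds in ΔMP and 467 in AXR3-1 at 180 min, and 50 and 51 at 90 min. Without library C of the Col-0 mock, the number for Col-0 at 90 min was 29. Of the settings chosen beforehand with a minimum fold, limma on log2(TPM + 1) called the fewest. Its numbers were 440, 275 and 23 at 180 min and 26, 44 and 21 at 90 min. After subtraction they were 382 and 302 at 180 min and 26 and 28 at 90 min. Measured from 90 min of estradiol in place of the mock, a setting chosen after seeing the data, the numbers after subtraction were 406 and 263. Some genes of cell wall growth moved in opposite directions in the 2 lines. EXPA17 (AT4G01630), an expansin, went from 99.3 ± 13 to 1.70 ± 0.71 TPM in ΔMP (log2 fold change −5.92, standard error 0.15, adjusted p = 4.25e-24 from edgeR's quasi-likelihood test) and from 80.1 ± 6.6 to 280 ± 20 TPM in AXR3-1 (1.81, 0.08, adjusted p = 4.7e-17).

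XTH13 and XTH12, which code for enzymes that cut and rejoin xyloglucan, had log2 fold changes of −4.86 (standard error 0.39, adjusted p = 1.61e-11) and −4.38 (0.39, adjusted p = 2.11e-10) in AXR3-1. In the ΔMP groups, XTH12 went from 5.31 ± 0.31 TPM in the mock to 46.8 ± 4.1 at 180 min, and XTH13 from 3.26 ± 0.34 to 18.0 ± 3.0. Over 11 cell wall loosening genes, 5 rose and 5 fell in ΔMP (6 and 5 adjusted over the list alone), and 4 rose and 4 fell in AXR3-1 (4 and 5 adjusted over the list alone), and the list as a whole passed in neither (camera, adjusted p = 0.679 and 0.691). EXPA1 rose by 2.79 in ΔMP and had −0.77 in AXR3-1. The ethylene synthesis genes ACS2 and ACS7, which make the precursor ACC, moved in opposite directions, with 1.75 and −1.66 in ΔMP and −2.42 and 2.54 in AXR3-1. Of the 8 ethylene genes, 3 rose and 1 fell in ΔMP (4 and 1 adjusted over the list alone), and 4 rose and 1 fell in AXR3-1 (the same adjusted over the list alone).

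The largest changes named here are among genes with a symbol, a mean of at least 2 TPM in the higher group and every estradiol library on the same side of every mock library. The genes that rose most in ΔMP included small auxin-up RNAs. ZFP2, a zinc finger gene, SAUR75, SAUR68, SAUR26 and SAUR15 had no count in the ΔMP mock and were at least 75.2, 65.9, 56.2, 49.4 and 22.2 times higher at 180 min, against a floor of 3 counts over the group. SAUR75 and SAUR68 share 46.9% and 33.8% of their 31-base words with another gene, so their counts are uncertain, and SAUR75 did not pass with DESeq2 (adjusted p = 0.379). FAF2 (AT1G03170), a gene of a family that limits shoot meristem size, rose by 6.92 (0.35, adjusted p = 1.19e-16). Among the genes that fell most after EXPA17 were the arabinogalactan protein gene AGP17 (−2.54) and CYP707A3 (−2.03), which breaks down abscisic acid. In AXR3-1, the aquaporin gene PIP2;5 (AT3G54820) rose by 5.12 (0.47, adjusted p = 2.47e-10), from 4 counts over the mock libraries to 146, and the pectin methylesterase gene ATPMEPCRB by 4.22 (0.23, adjusted p = 3.04e-15). The proline-rich protein gene PRP1 (−2.67) and RHS18 (−2.49) of root hairs were among those that fell most.

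Genes called up in ΔMP and down in AXR3-1 at 180 min numbered 98, and 57 were called the other way, against 6.15 and 3.26 for independent lists. These 155 became 94 with the Col-0 response subtracted, and 102, 77 and 103 with limma on log2(TPM + 0.5), on log2(TPM + 1) and after a filter on TPM. Those called in the same direction numbered 19 up and 9 down, against 5.85 and 3.43. Of the genes called at 90 min, 32 of 38 up and 14 of 29 down in ΔMP were called again at 180 min, as were 23 of 37 and 32 of 67 in AXR3-1, but both times share their mock libraries.

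**Figure D1:**
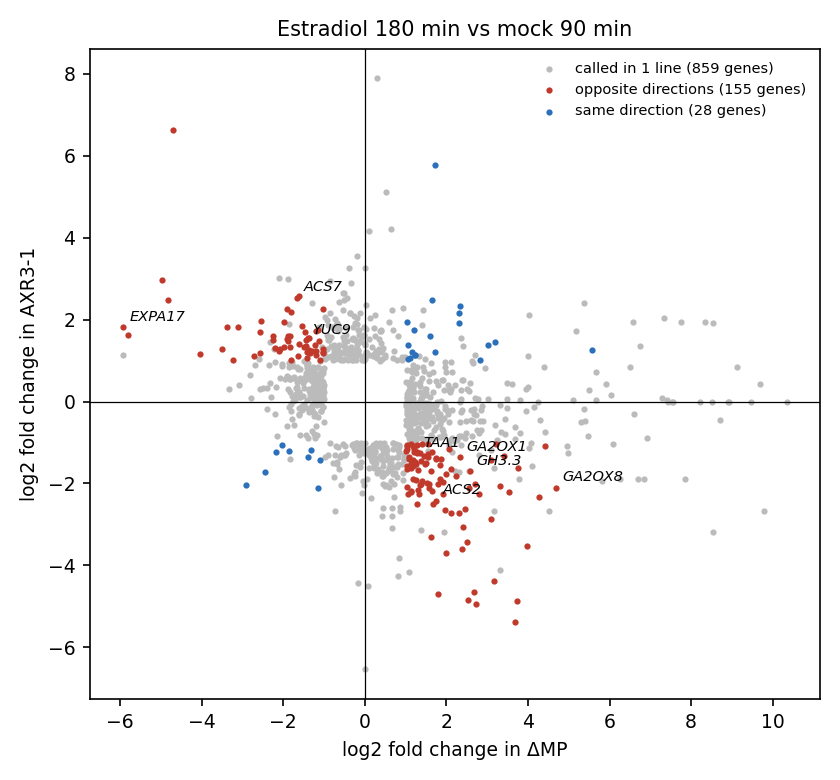
Log2 fold change of each gene called in ΔMP, AXR3-1 or both, 180 min of estradiol against the mock, in ΔMP (horizontal) and AXR3-1 (vertical). Colours show whether 1 line or both call a gene, and genes called in neither are not drawn. The 155 genes called in opposite directions lie in the upper left and lower right, and 28 were called in the same direction. Fitted values of genes with no count in a group depend on the model's prior count and are no bounds.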

**Fig. 1.**
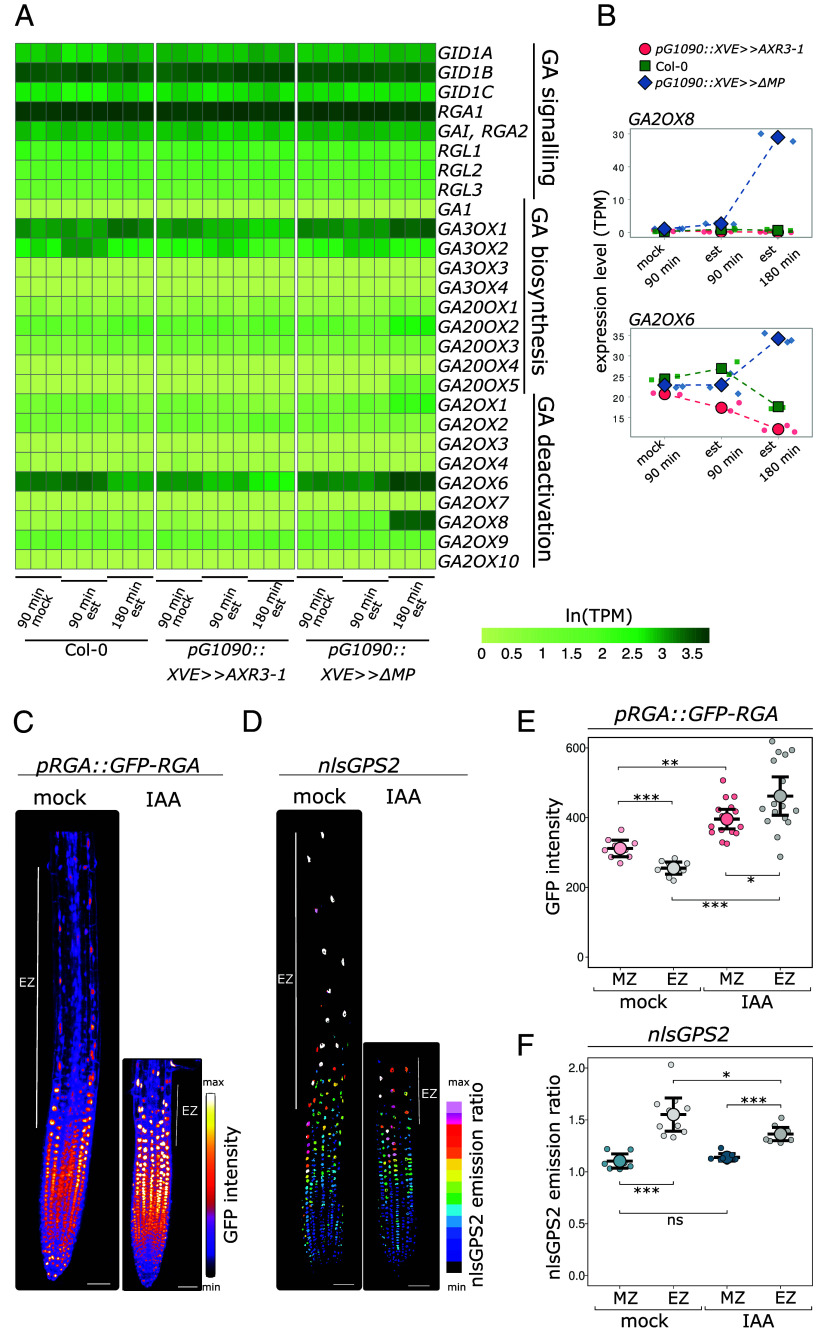
IAA treatment results in a decrease in both the GA response and GA levels in Arabidopsis root tissues. (*A*) Heat map of GA-related genes generated from RNAseq data reflecting ln-transformed TPM (transcripts per million) values in Col-0, *pG1090::XVE ≫ AXR3-1,* and pG1090::XVE ≫ *ΔMP* roots after indicated treatments. (*B*) Relative expression level of *GA2OX6* and *GA2OX8* represented as TPM in *pG1090::XVE ≫ AXR3-1*, *pG1090::XVE ≫ ΔMP* and Col-0 root cells after 90 min of mock or 90 or 180 min of estradiol treatment. (*C*) Root tip of *pRGA::GFP-RGA* treated with 50 nM IAA or mock for 5 h. (*D*) Root tip of *nlsGPS2* treated with 50 nM IAA or mock for 5 h. (*E*) Quantification of GFP-RGA intensity of nuclei in the meristematic zone (MZ) and elongation zone (EZ) of mock- or IAA-treated *pRGA::GFP-RGA* roots. n ≥ 11. (*F*) Quantification of the nlsGPS2 emission ratio of nuclei in the MZ and EZ of mock- or IAA-treated *nlsGPS2* roots. n ≥ 9. The asterisks indicate statistically significant differences based on one-way ANOVA followed by Tukey HSD (*P < 0.05, **P < 0.01, ***P < 0.001). Error bars in boxplots are CI. The EZ is indicated by a white line in *C* and *D*. (Scale bar, 50 μm.)

Among the differentially expressed genes, we noticed a conspicuous correlation between NAP activity and GA-deactivating genes *GA2OX1, GA2OX6,* and *GA2OX8*. 

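GA2OX1, GA2OX6 and GA2OX8 rose in ΔMP and fell in AXR3-1 at 180 min of estradiol, and GA2OX2, the only other tested gene among the GA2OX genes matched by symbol, did the reverse. These enzymes hydroxylate active GA or its precursors at carbon 2, which lowers the active pool. GA2OX1 (AT1G78440) lies on chromosome 1 of TAIR10.1, from 29511561 to 29513100 on the minus strand, with 3 coding exons of 990 bp in total. In ΔMP it was at 1.66 ± 0.11 TPM (SD, n = 3) in the mock, 2.44 ± 0.37 at 90 min and 8.18 ± 0.70 at 180 min. In AXR3-1 it was at 1.89 ± 0.075, 1.14 ± 0.24 and 0.719 ± 0.14 TPM. The log2 fold change of GA2OX1 at 180 min was 2.34 in ΔMP (standard error 0.19, adjusted p = 2.61e-11 from edgeR's quasi-likelihood test) and −1.35 in AXR3-1 (0.28, adjusted p = 0.000431). At 90 min it was 0.58 (adjusted p = 0.156) and −0.75 (adjusted p = 0.0832), short of the threshold in each line.

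In Col-0, GA2OX1 had a log2 fold change of −0.45 at 180 min (adjusted p = 0.35), which became −1.03 (adjusted p = 0.0376) without library A of Col-0 at 180 min. Its response minus that of Col-0 was 2.79 in ΔMP (0.33, adjusted p = 1.4e-07) and −0.90 in AXR3-1 (adjusted p = 0.165). GA2OX2 had −0.89 in ΔMP (0.24, adjusted p = 0.00616) and 0.58 in AXR3-1 (0.20, adjusted p = 0.0418). The former was lost without library B of the ΔMP mock (−0.73, adjusted p = 0.0582). The latter was lost with DESeq2 (adjusted p = 0.056) and limma, without TMM or the filter on low counts, with the offset for effective length, and without any 1 of its libraries but C of the mock (adjusted p up to 0.18). Of the 4 genes tested, 3 rose and 1 fell in ΔMP and 1 rose and 3 fell in AXR3-1, with the same counts adjusted over the list alone. This list is that of Fig. 1A, drawn from the same libraries, so the counts are not independent evidence of direction. As a set the 4 genes were higher in ΔMP (camera, adjusted p = 0.0307 with an estimated correlation). In AXR3-1 they were lower with the preset correlation (adjusted p = 0.0128, and adjusted p = 0.057 with an estimated correlation), but not relative to Col-0 (0.162 with the preset correlation). At 90 min, with an estimated correlation, the set was lower in AXR3-1 (adjusted p = 0.0119) and relative to Col-0 (0.00406), and did not pass in ΔMP (0.507).

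**Figure D2:**
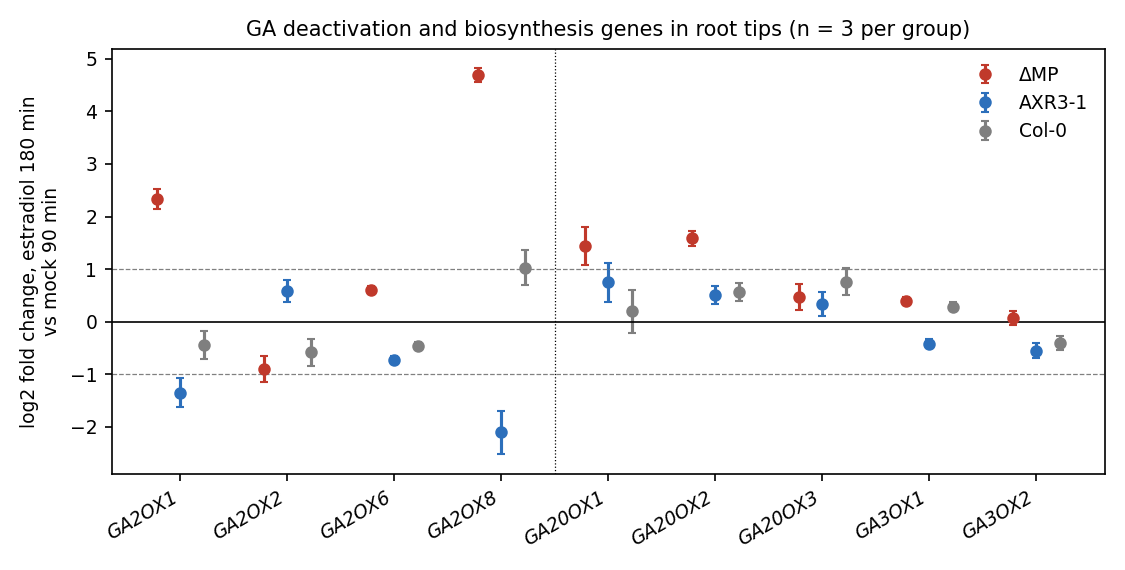
Log2 fold change at 180 min of estradiol against the 90-min mock for GA2OX and GA biosynthesis genes in ΔMP, AXR3-1 and Col-0 (points, with bars of 1 standard error from edgeR, n = 3 libraries per group). Dashed lines mark log2 fold changes of 1 and −1. Of the genes shown, GA2OX8 in ΔMP lies highest, at 4.69. GA20OX5 is not shown, and its log2 fold change in ΔMP was larger, at 7.52 from almost no counts in the mock.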

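Among the GA2OX genes of Fig. 1A, the gain in mean TPM from the mock to 180 min of estradiol in ΔMP was 27.8 for GA2OX8, 11.3 for GA2OX6 and 6.52 for GA2OX1, and GA2OX2 went down by 0.81 TPM. As a ratio of the means, GA2OX8 came to 26.2, GA2OX1 to 4.92, GA2OX6 to 1.49 and GA2OX2 to 0.577. In AXR3-1 the change in mean TPM was −8.56 for GA2OX6, −1.17 for GA2OX1 and −0.44 for GA2OX8, or ratios of 0.587, 0.381 and 0.211. For GA2OX1, GA2OX6 and GA2OX8, all 3 libraries at 180 min lay above every mock library in ΔMP and below every mock library in AXR3-1. For each gene and line, chance separates 3 libraries from 3 in 10% of comparisons, counting both directions. The paper named these genes from the same libraries, so the separation is not independent evidence. GA2OX3, GA2OX4 and GA2OX7 were at most 0.30 TPM in these groups, too low to test. GA2OX9 and GA2OX10 were not matched by symbol and were left out of the count.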

*GA2OX6* and *GA2OX8* showed the strongest auxin signaling-dependent induction among the *GA2OX* family genes. 

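The log2 fold change at 180 min of estradiol was 4.69 for GA2OX8 in ΔMP (standard error 0.13, adjusted p = 4.47e-23 from edgeR's quasi-likelihood test) and −2.10 in AXR3-1 (0.42, adjusted p = 0.000211). GA2OX6 had 0.60 in ΔMP (0.07, adjusted p = 3.59e-08) and −0.72 in AXR3-1 (0.08, adjusted p = 1.7e-08), both under the fold threshold of 1. GA2OX6 fell in Col-0 too, by 0.46 on the log2 scale (0.08, adjusted p = 0.000275), whereas GA2OX8 did not pass the test there at 180 min (1.03, 0.34, adjusted p = 0.0913). With the Col-0 response subtracted, GA2OX6 was higher in ΔMP by 1.06 (0.11, adjusted p = 4.09e-09) and GA2OX8 by 3.66 (0.43, adjusted p = 1.07e-07). In AXR3-1, GA2OX8 was lower by −3.13 (0.54, adjusted p = 5.53e-05), and GA2OX6 had −0.27 (0.11, adjusted p = 0.148), which passed with limma on log2 TPM (adjusted p = 0.0414 to 0.0474) and with no other setting chosen beforehand (up to 0.339). At 90 min, GA2OX6 had −0.40 relative to Col-0 in AXR3-1 (0.11, adjusted p = 0.0474), a call lost with only the libraries of that comparison fitted (adjusted p = 0.0614) and without any 1 of its libraries but C of AXR3-1 or of Col-0 at 90 min (adjusted p = 0.0507 to 0.131).

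GA2OX8 was already higher in the ΔMP mock than in the Col-0 mock, by 1.85 (0.28, adjusted p = 4.16e-05). The Col-0 mock libraries, on which each subtraction rests, were also high in genes of low oxygen, PCO1 among them at 3.36 ± 1.0 TPM against 0.972 ± 0.35 at 180 min of estradiol. With the 90-min estradiol libraries in place of the mocks, a setting chosen after seeing the data that measures the change from 90 to 180 min, GA2OX8 in AXR3-1 relative to Col-0 was no longer past the test (−0.18, adjusted p = 0.943).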

Activation of auxin signaling by the *ΔMP* strongly upregulated both genes while inhibition of the pathway by *AXR3-1* induction led to their downregulation. *GA2OX6* is strongly expressed in the root, and *GA2OX8* shows the strongest upregulation upon activation of NAP (Fig. 1 *A* and *B*). Additionally, the rapid response of *GA2OX6* and *GA2OX8* to auxin treatment in root tips (11) primed them for selection as candidate genes. 

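GA2OX6 was the most abundant transcript of the GA2OX genes matched by symbol in every group, and GA2OX8 went from a low level to a similar one in ΔMP. GA2OX6 (AT1G02400) lies on chromosome 1 of TAIR10.1 from 486800 to 489651 on the plus strand, with 3 coding exons and a coding length of 990 bp. It was at 22.9 ± 0.81 TPM (SD, n = 3) in the ΔMP mock, 22.9 ± 2.5 at 90 min and 34.2 ± 1.1 at 180 min. In AXR3-1 it was at 20.7 ± 0.20, 17.4 ± 1.1 and 12.1 ± 0.81 TPM, and in Col-0 at 24.4 ± 0.58, 26.9 ± 1.6 and 17.6 ± 0.61 TPM. No 31-base word of its coding sequence occurs in another gene.

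GA2OX8 (AT4G21200) lies on chromosome 4 from 11302682 to 11306770 on the plus strand, with 3 coding exons and a coding length of 1017 bp. It went from 1.1 ± 0.064 TPM in the ΔMP mock to 2.66 ± 0.14 at 90 min and 29.0 ± 1.2 at 180 min, or from 87 to 279 and 2088 counts over the 3 libraries. In AXR3-1, GA2OX8 was at 0.552 ± 0.22, 0.233 ± 0.051 and 0.116 ± 0.072 TPM, which rests on 37, 13 and 8 counts. In Col-0 it was at 0.333 ± 0.075, 0.962 ± 0.25 and 0.671 ± 0.26 TPM. At 90 min GA2OX8 rose in ΔMP by 1.25 (standard error 0.16, adjusted p = 3.3e-06 from edgeR's quasi-likelihood test) and in Col-0 by 1.47 (0.30, adjusted p = 0.00303), and the difference between the lines did not pass the test (−0.22, adjusted p = 0.915). The 90-min change in AXR3-1, −1.48 (0.37, adjusted p = 0.0149), was lost with limma (−0.50, adjusted p = 0.0557) and with only that comparison's libraries fitted (adjusted p = 0.0912). It was also lost without library B at 90 min (adjusted p = 0.0854), A of the mock (0.0597) or B of the mock (0.104).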

Two of the GA biosynthetic genes showed a mild upregulation upon activation of auxin signaling but were unchanged in the induced *AXR3-1* roots. 

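Of 10 GA biosynthesis genes in Fig. 1A, 6 had enough counts to test. In ΔMP at 180 min, GA20OX1, GA20OX2, GA20OX5 and GA3OX1 rose and none fell (the same 4 adjusted over the list alone). In AXR3-1, none reached a log2 fold change of 1, while GA20OX2 rose and GA3OX1 and GA3OX2 fell by less (also 1 and 2 adjusted over the list alone). The list shows the same libraries as Fig. 1A and is not independent evidence of direction. GA 20-oxidases carry out the late oxidation steps that lead to the precursors of active GA, and GA 3-oxidases make the active forms. GA20OX2 (AT5G51810) went from 4.09 ± 0.31 to 12.1 ± 0.43 TPM in ΔMP (SD, n = 3), a log2 fold change of 1.59 (standard error 0.14, adjusted p = 1.66e-10 from edgeR's quasi-likelihood test). It was 0.50 in AXR3-1 (0.17, adjusted p = 0.028) and 0.57 in Col-0 (0.17, adjusted p = 0.0409). GA20OX1 rose in ΔMP by 1.45 (0.36, adjusted p = 0.00254) at a low level, from 0.494 to 1.38 TPM, and had 0.75 in AXR3-1 (adjusted p = 0.16). GA20OX5 was at 2.96 ± 0.37 TPM in ΔMP at 180 min, from 236 counts over 3 libraries, against 1 count in the ΔMP mock and at most 2 in any other group. GA3OX1 rose by 0.39 in ΔMP (0.08, adjusted p = 0.000465) and by 0.29 in Col-0 (0.09, adjusted p = 0.048), and had −0.41 in AXR3-1 (0.09, adjusted p = 0.000846). GA3OX2 had −0.55 in AXR3-1 (0.14, adjusted p = 0.0051), and −0.41 (adjusted p = 0.0696) without library B of the AXR3-1 mock.

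With the Col-0 response subtracted, GA20OX2 in ΔMP was 1.01 (adjusted p = 0.00181) and in AXR3-1 −0.07 (adjusted p = 0.924), GA20OX1 in ΔMP was 1.25 (adjusted p = 0.174), and GA3OX1 in AXR3-1 was −0.70 (adjusted p = 0.000144). As a set, these genes were higher in ΔMP than in its mock (camera, adjusted p = 0.034 with an estimated correlation). Relative to Col-0 they passed with the preset correlation (adjusted p = 0.00667, and adjusted p = 0.0881 with an estimated correlation). The rise of GA20OX2 in AXR3-1 was lost with limma, without TMM (adjusted p = 0.0531), and without library B or C at 180 min or B or C of the mock (adjusted p = 0.0598 to 0.103). GA20OX1 passed in AXR3-1 without library C of its mock (1.21, adjusted p = 0.0438). The rises in Col-0 were lost without any of several single libraries, with an adjusted p of up to 0.156 for GA20OX2 (without C at 180 min) and 0.206 for GA3OX1 (without A at 180 min).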

The GA signaling genes showed no significant changes (Fig. 1*A* and Dataset S1). This indicates that auxin signaling could lower the levels of active GA in Arabidopsis root tips via activation of GA2OX enzymes that catabolize bioactive GA and its precursors.

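None of the 8 genes of GA signaling in Fig. 1A, which cover the GID1 receptors and the DELLA repressors, reached a log2 fold change of 1 in any line at either time. RGL3, a DELLA gene, rose in ΔMP and AXR3-1 at 180 min, and the receptor gene GID1B rose in AXR3-1. This makes 1 up in ΔMP (3 adjusted over the list alone), 2 up in AXR3-1 (2 adjusted over the list alone) and none in Col-0, with none down. RGL3 (AT5G17490) went from 2.78 to 4.65 TPM in ΔMP, a log2 fold change of 0.78 (standard error 0.11, adjusted p = 6.39e-07 from edgeR's quasi-likelihood test), and rose by 0.51 (0.11, adjusted p = 0.00072) in AXR3-1. Relative to Col-0, RGL3 was 0.63 in ΔMP (0.16, adjusted p = 0.00565) and 0.37 in AXR3-1 (0.16, adjusted p = 0.164). GID1B had 0.29 in AXR3-1 (0.08, adjusted p = 0.00701) and 0.39 relative to Col-0 (0.11, adjusted p = 0.0202), the first of which was lost without library A of the AXR3-1 mock (0.22, adjusted p = 0.0678). The GID1B difference from Col-0 was lost without that library (adjusted p = 0.0783), C of AXR3-1 (0.0538) or C of Col-0 (0.0974) at 180 min. At 90 min no GA signaling gene passed the test in ΔMP or AXR3-1, and the receptor genes GID1A (−0.27, adjusted p = 0.028) and GID1C (−0.35, adjusted p = 0.0201) fell in Col-0, calls that were lost without library A or C of Col-0 at 90 min or C of its mock (adjusted p = 0.0917 to 0.178), and for GID1A without B of the mock (0.0519). As a set these genes did not stand apart from the others in ΔMP (camera, adjusted p = 0.484) or AXR3-1 (0.096).

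Of 13 other GA genes tested, GASA4 rose by 0.22 and GASA1 had −0.35 in ΔMP (0 up and 1 down adjusted over the list alone). GASA4 there was lost without any 1 of its libraries but B at 180 min (adjusted p = 0.0698 to 0.402). In AXR3-1, NPF3.1, a GA transporter gene, rose by 1.14 (0.29, adjusted p = 0.0044, and 0.06 without library A at 180 min). GASA14 rose there by 0.27, which was lost without library A (adjusted p = 0.345) or C (0.075) at 180 min or A (0.132) or B (0.161) of the mock, and GASA4 had −0.50 (2 up and 1 down adjusted over the list alone).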

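The rise of the GA2OX genes in ΔMP fell mostly between 90 and 180 min of estradiol. Over that interval GA2OX8 rose by 3.43 on the log2 scale (standard error 0.11, adjusted p = 3.1e-21 from edgeR's quasi-likelihood test), GA2OX1 by 1.76 (0.18, adjusted p = 1.73e-09) and GA2OX6 by 0.61 (0.07, adjusted p = 2.07e-08). The synthesis genes GA20OX2 (2.18, 0.15, adjusted p = 2.13e-13) and GA20OX1 (1.53, 0.34, adjusted p = 0.000998) rose in the same interval, and GA3OX2 had −0.66 (0.12, adjusted p = 0.000123). Col-0 moved over it too, with GA20OX2 at 1.07 (0.18, adjusted p = 0.000153), GA3OX2 at −0.94 (0.13, adjusted p = 7.21e-06) and GA20OX1 at 0.46 (adjusted p = 0.631). In AXR3-1, GA2OX6 went down over it by −0.44 (0.08, adjusted p = 0.000148), and in Col-0 by −0.58 (0.08, adjusted p = 4.29e-06). The difference between these lines, tested only after seeing the data, did not pass (0.13, adjusted p = 0.634). In AXR3-1, GA2OX2 rose by 1.17 (0.22, adjusted p = 0.000183). From the GA2OX genes being higher when the NAP is active and lower when it is inhibited, with no significant changes in GA signaling genes, the paper proposes that auxin signaling could reduce active GA in root tips through GA2OX enzymes.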

Therefore, we analyzed the spatial and temporal dynamics of GA signaling (Fig. 1*C*) and levels of bioactive GA in roots (Fig. 1*D*) upon auxin treatment. We utilized the GA signaling marker line *pRGA::GFP-RGA* (5) in which the GFP signal intensity decreases with activation of GA signaling. To visualize the levels of GA in roots, we used the direct FRET-based nuclear localized *nlsGPS2* (*GIBBERELLIN PERCEPTION SENSOR 2*) biosensor that was recently engineered to be more orthogonal and reversible (10). Both reporter and biosensor lines showed increased GA response (Fig. 1 *C* and *E*) or GA levels (Fig. 1 *D* and *F*) in the root EZ compared to the meristematic zone (MZ), corresponding to the published data (9–12). A 5 h treatment of roots with natural auxin–Indole-3-acetic acid (IAA) led to a significant increase of pRGA::GFP-RGA signal intensity in both MZ and EZ (Fig. 1 *C* and *E*), indicating decreased GA signaling after IAA treatment. The nlsGPS2 biosensor emission ratio decreased after IAA treatment (Fig. 1 *D* and *F*), indicating a decrease in cellular GA levels. Both genetic markers thus show that auxin treatment causes a decrease in GA levels and GA signaling response in the EZ of Arabidopsis roots. The plausible explanation is that this effect is mediated by the activation of *GA2OX6* and *GA2OX8* genes.

### Auxin Signaling Steers the Expression of GA Deactivating Genes *GA2OX6* and *GA2OX8* in the Root EZ.

The analysis of *GA2OX6* and *GA2OX8* promoters revealed the presence of AUXIN RESPONSE ELEMENTS (AuxRE) ARF binding sites (*SI Appendix*, Fig. S1*A*). To test whether auxin signaling regulates the activity of the *GA2OX* genes in planta, we first used the transient *Nicotiana benthamiana* expression system to score the effect of *AXR3-1* and *ΔMP* on the activity of the *GA2OX8* promoter. *Luciferase* gene (*LUC*) driven by *GA2OX8* promoter was coexpressed with the dominant inhibitor **AXR3-1-*mVenus* and/or with dominant activator *ΔMP*-*mScarlet* (Fig. 2*A*). The expression of the constructs was verified using confocal microscopy (*SI Appendix*, Fig. S1*B*). *ΔMP* significantly increased the activity of the *GA2OX8* promoter while the coexpression with *AXR3-1* interfered with the promoter activation (Fig. 2 *A* and *B*).

**Fig. 2.**
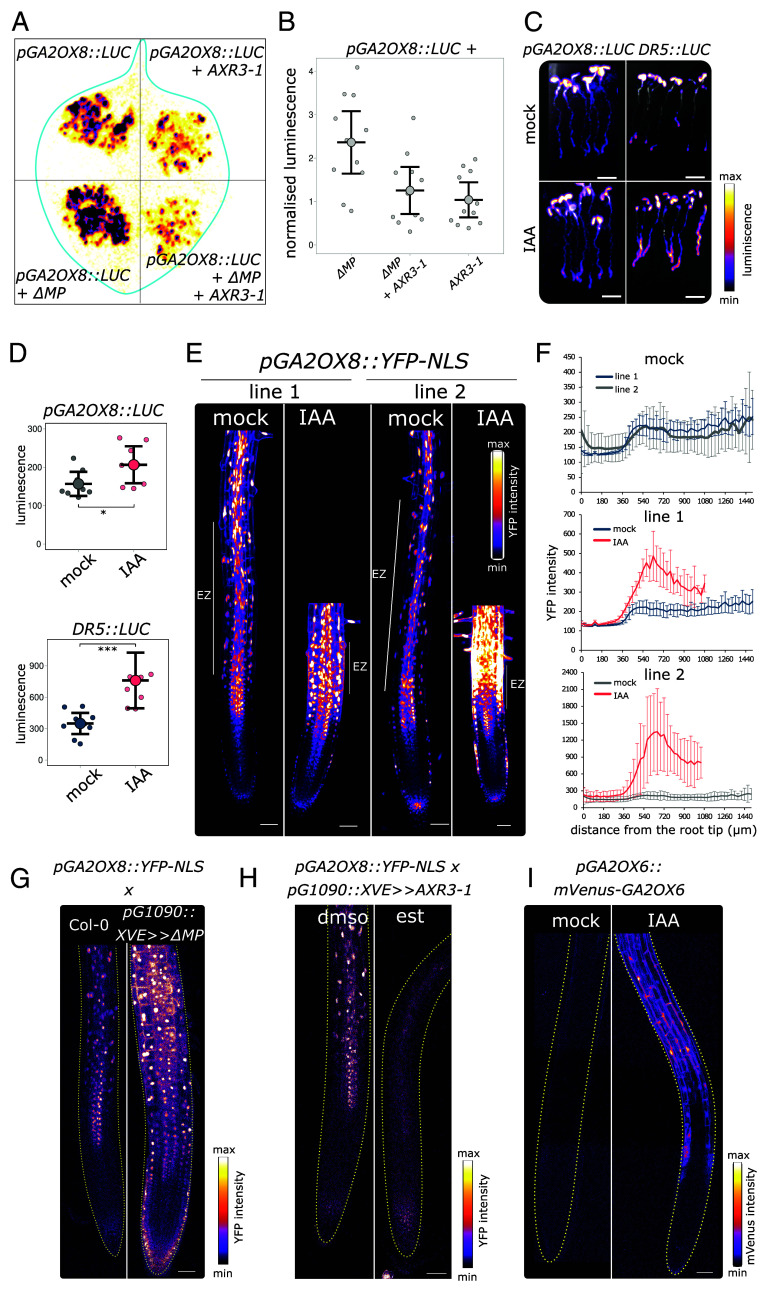
GA-deactivating enzymes GA2OX6 and GA2OX8 are regulated by the auxin–IAA17/AXR3-ARF5/MP pathway. (*A*) Activity *pGA2OX8::LUC* in tobacco leaf cotransformed with or without *p35S::*ΔMP-mScarlet** and *p35S::*AXR3-1-mVenus*.* Representative image shown. (*B*) Quantification of luminescence normalized to *pGA2OX8::LUC*. n ≥ 11 infiltrated leaves. (*C*) Activity of luciferase in *DR5::LUC* and *pGA2OX8::LUC* plants treated with mock or 50 nM IAA for 5 h. (Scale bar, 5 mm.) (*D*) Quantification of luciferase activity in root tips of *DR5::LUC* and *pGA2OX8::LUC* plants treated with mock or 50 nM IAA for 5 h. n ≥ 8. (*E*) Expression of *pGA2OX8::YFP-NLS* of 2 independent homozygous lines in root tips treated with mock or 50 nM IAA for 5 h. The elongation zone (EZ) is indicated by a white line. (Scale bar, 50 μm.) (*F*) Quantification of YFP-NLS intensity along the longitudinal axis of the root in mock- or IAA-treated *pGA2OX8::YFP-NLS* lines. n ≥ 15. (*G*) Expression of YFP-NLS in root tips of *pGA2OX8::YFP-NLS* crossed with *pG1090::XVE ≫ ΔMP* or Col-0, treated for 24 h with estradiol. The outlines of the root are highlighted. (Scale bar, 50 μm.) (*H*) Expression of YFP-NLS in root tips of *pGA2OX8::YFP-NLS* crossed with *pG1090::XVE* ≫ *AXR3-1* treated for 24 h with mock or estradiol. The outlines of the root are highlighted. (Scale bar, 50 μm.) (*I*) Expression of *pGA2OX6::mVenus-GA2OX6* in root tips treated with mock or 10 nM IAA for 90 min. The outlines of the root are highlighted. (Scale bar, 50 μm.) The asterisks indicate statistically significant differences based on Student *t* test (*P < 0.05, **P < 0.01, ***P < 0.001). Error bars in boxplots are CI and in line graphs are SD.

Next, to monitor the activity of the *GA2OX8* promoter on the organ level, we introduced *pGA2OX8::LUC* to Arabidopsis plants, and we observed a strong expression in roots and cotyledons of seedlings. The treatment with IAA led to an increase in LUC luminescence, which was particularly apparent in the younger parts of roots (Fig. 2 *C* and *D*). Similarly, the positive control – *LUC* gene driven by the synthetic *DR5* promoter (31) showed luminescence increase in response to the IAA treatment. Further, we prepared a transcriptional reporter line driving the expression of nuclear-localized YFP (*pGA2OX8::YFP-NLS*). In the root tip, we could detect weak *pGA2OX8::YFP-NLS* signal in the lateral root cap (LRC) cells and the stele tissues of the MZ. A strong expression started in the EZ of the root where the signal was visible both in the stele and the outer tissues epidermis and cortex, and the expression remained high in the root hair zone. The treatment with IAA dramatically increased the *GA2OX8* promoter activity (Fig. 2 *E* and *F*), particularly in the EZ, implying its involvement in the regulation of root cell elongation. Consistently, inhibition of auxin biosynthesis by inhibitor L-kynurenine [L-kyn, (32)] decreased the expression of *GA2OX8* in the EZ (*SI Appendix*, Fig. S1 *C* and *D*).

The expression of *GA2OX8* and *GA2OX6* genes was upregulated by IAA treatment already after 30 min (*SI Appendix*, Fig. S1*E*), hinting at a direct regulation by the NAP. To confirm this, we crossed the *pGA2OX8::YFP-NLS* line with the inducible dominant *pG1090::XVE ≫ AXR3-1* and *pG1090::XVE* ≫ *ΔMP* lines. Induction of irrepressible *ΔMP* led to a significant increase of *GA2OX8* promoter activity in most root tip tissues (Fig. 2*G*). In contrast, the induction of *AXR3-1* almost completely abolished activity of *GA2OX8* promoter in all root tip tissues (Fig. 2*H*).

Finally, we took the advantage of the published *GA2OX6* translational reporter line [*pGA2OX6::mVenus-GA2OX6* (33)]. A weak mVenus-GA2OX6 signal was visible in the epidermis of the EZ and in the vasculature (*SI Appendix*, Fig. S1*F*). Already after 90 min of IAA treatment, the mVenus-GA2OX6 signal increased in the epidermis of the elongation and maturation zone of the root (Fig. 2*I*).

Altogether, these results clearly show that auxin, through NAP´s components IAA17/AXR3 and ARF5/MP, steers the expression levels of *GA2OX8/6* genes in roots and the EZ in particular.

### *GA2OX* Genes Steer Root Cell Elongation.

To study the role of GA2OX enzymes in root growth regulation, we analyzed root phenotypes of plants with altered expression of *GA2OX* genes. First, we prepared plants expressing *GA2OX8* from a strong estradiol-inducible system—*pG1090::XVE ≫ mCherry-GA2OX8* (Fig. 3*A*), driving the ubiquitous expression (34). The induction of *GA2OX8* led to decrease of GA levels (Fig. 3 *B* and *C*) and GA response (Fig. 3 *D* and *E*) in both the meristem and the EZ. This indicates that the mCherry-GA2OX8 fusion protein is functional and decreases the level of bioactive GA.

**Fig. 3.**
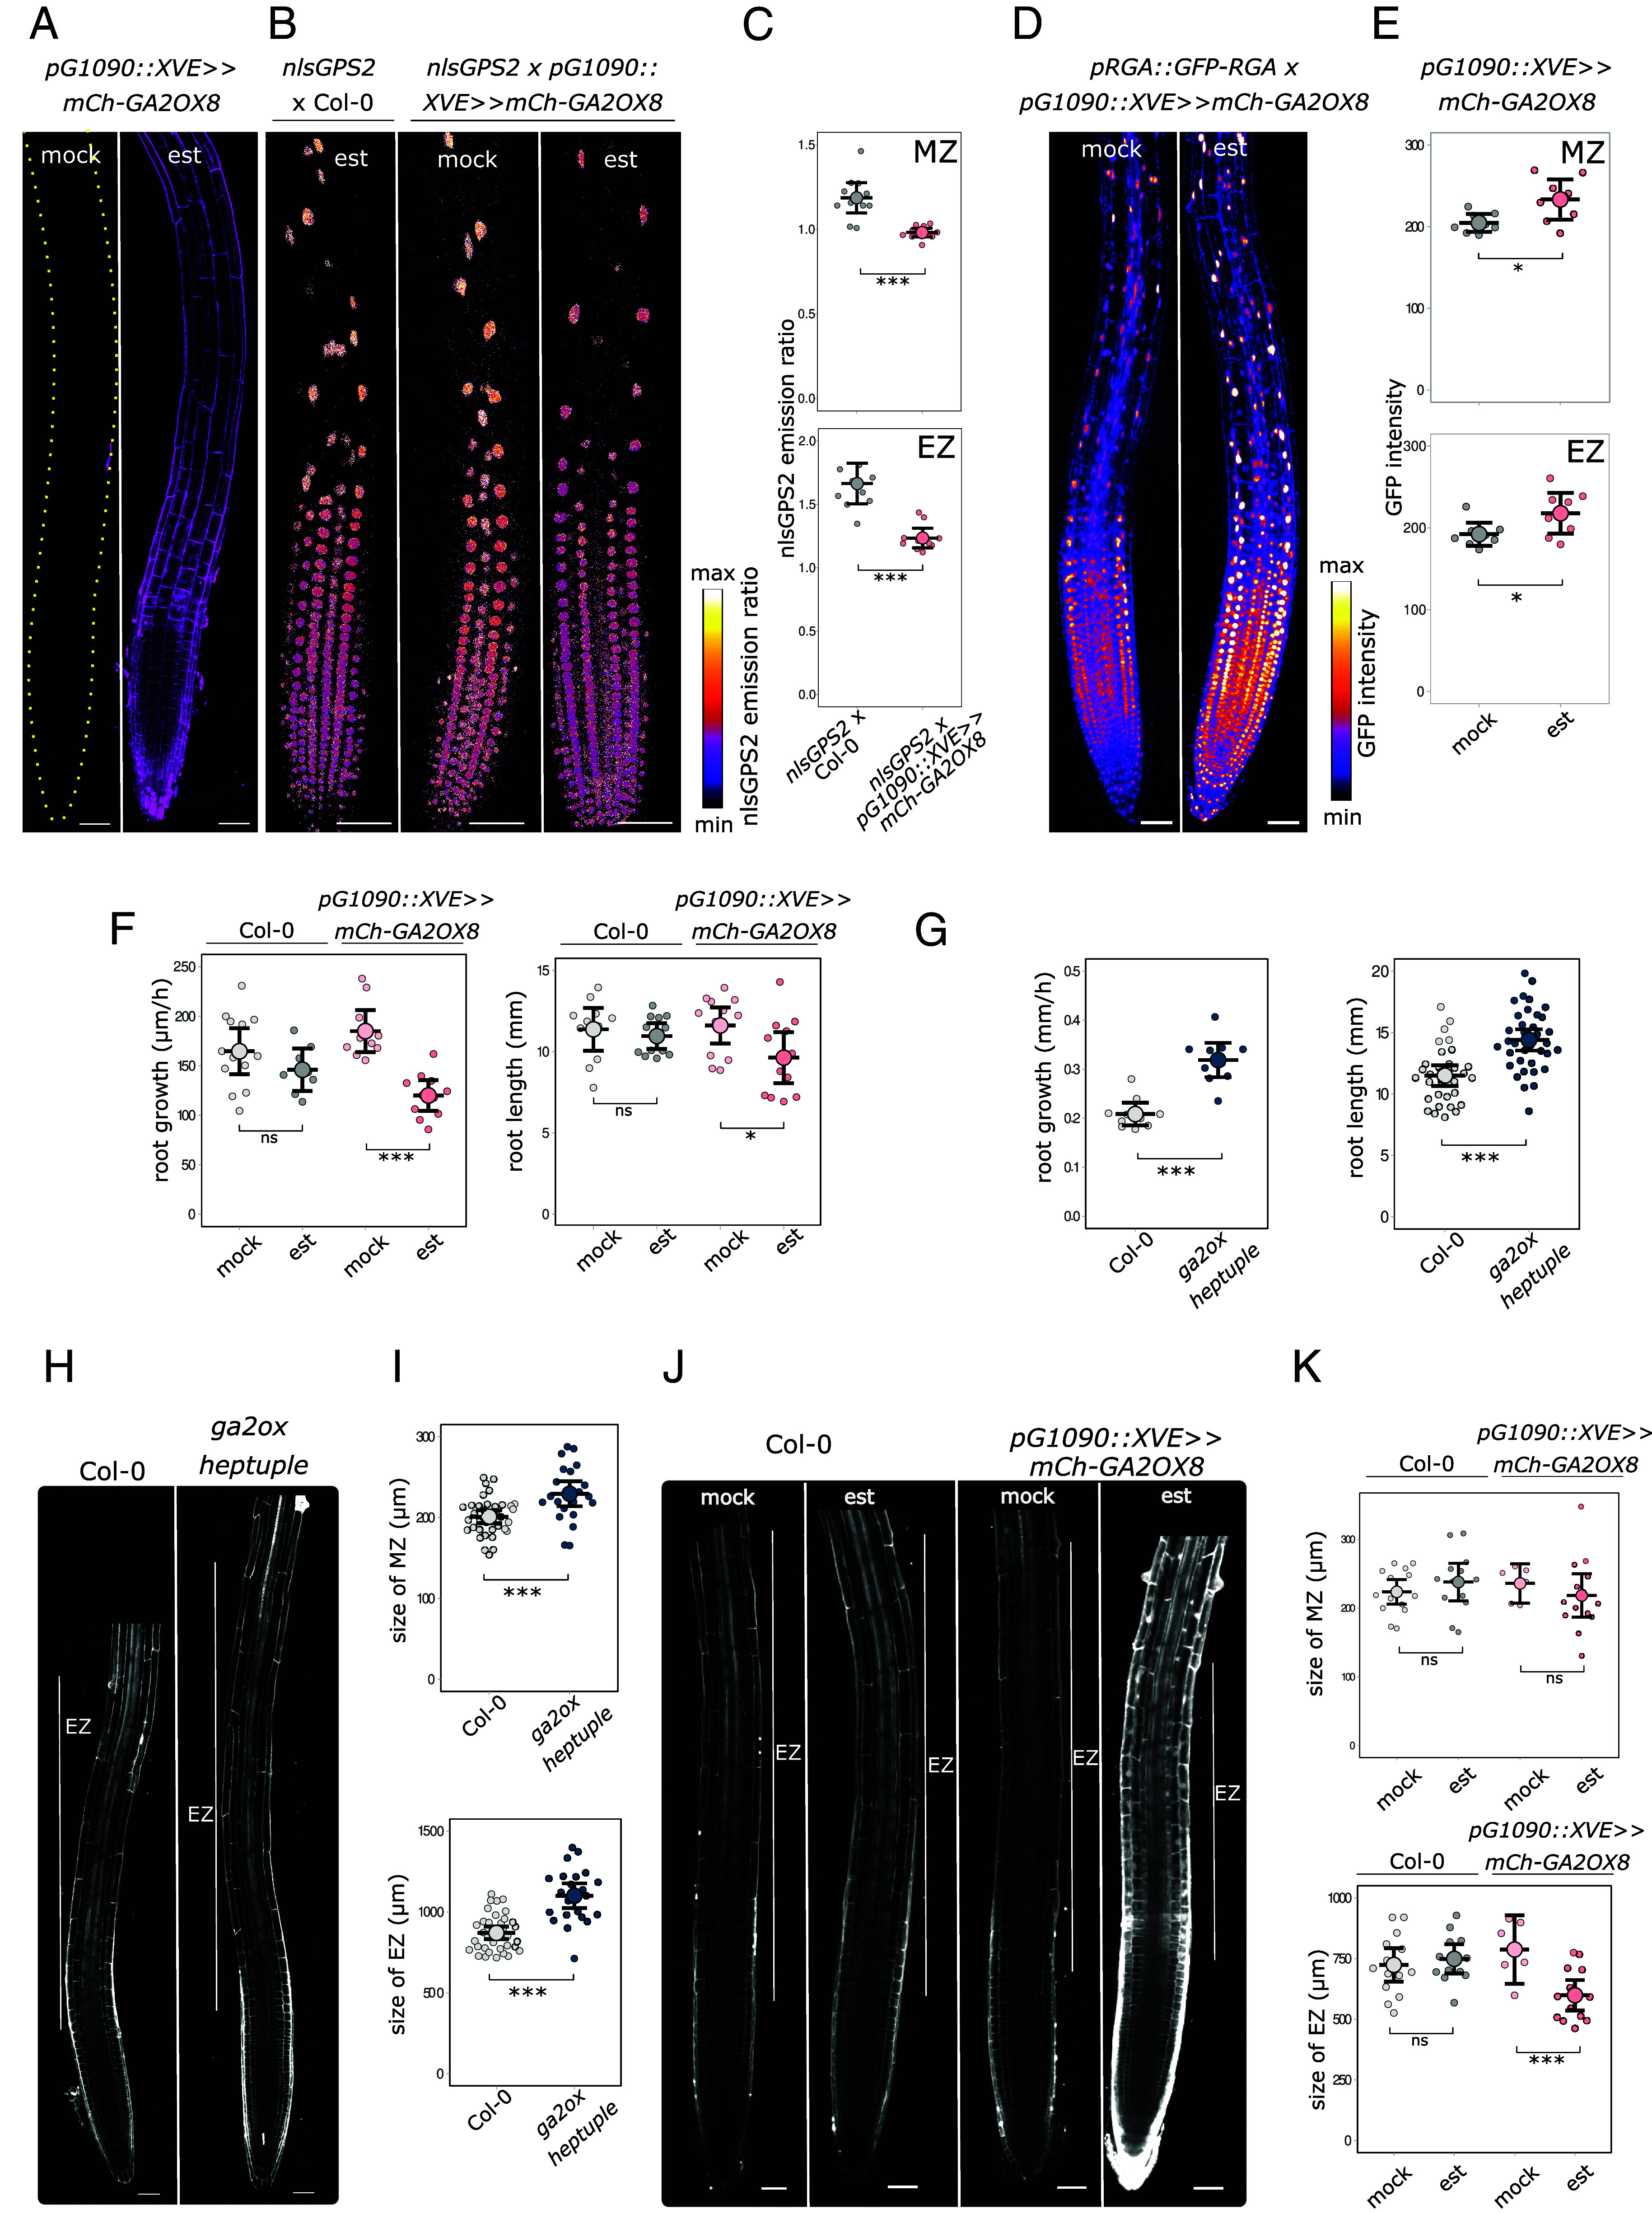
GA2OXs enzymes regulate root cell elongation. (*A*) Root tip of *pG1090::XVE ≫ mCherry-GA2OX8* treated 24 h with estradiol or mock. The outlines of the root are highlighted. (*B*) Root tips of Col-0 x *nlsGPS2* and *pG1090::XVE ≫ mCherry-GA2OX8* x *nlsGPS2* treated for 24 h with estradiol or mock. (*C*) Quantification of the nlsGPS2 emission ratio corresponding to GA levels of nuclei in the meristematic (MZ) and elongation zone (EZ) of *pG1090::XVE ≫ mCherry-GA2OX8* x *nlsGPS2* treated for 24 h with estradiol or mock. n ≥ 10. (*D*) Root tips of *pG1090::XVE ≫ mCherry-GA2OX8* x *pRGA::GFP-RGA* treated for 24 h with estradiol or mock. (*E*) Quantification of the GFP-RGA intensity of nuclei in the MZ and EZ of *pG1090::XVE ≫ mCherry-GA2OX8* x *pRGA::GFP-RGA* treated for 24 h with estradiol or mock. n ≥ 8. (*F*) Quantification of root length of *pG1090::XVE ≫ mCherry-GA2OX8* and Col-0 grown on estradiol and growth rate of *pG1090::XVE ≫ mCherry-GA2OX8* and Col-0 treated 24 h with estradiol. n ≥ 11. (*G*) Quantification of root length and root growth rate of the *ga2ox heptuple* mutant and Col-0. n ≥ 12. (*H*) Root tips of the *ga2ox heptuple* mutant and Col-0 stained with propidium iodide (PI). (*I*) Quantification of the size of the MZ and EZ of the *ga2ox heptuple* mutant and Col-0. n ≥ 22. (*J*) Root tips of *pG1090::XVE ≫ mCherry-GA2OX8* and Col-0 treated for 24 h with estradiol or mock stained with PI. Signal in estradiol-treated *pG1090::XVE ≫ mCherry-GA2OX8* is the combination of PI and mCherry intensity. (*K*) Quantification of the size of the MZ and EZ of *pG1090::XVE ≫ mCherry-GA2OX8* and Col-0 treated for 24 h with estradiol or mock. n ≥ 7. The asterisks indicate statistically significant differences based on one-way ANOVA followed by Tukey HSD and Student *t* test (*P < 0.05, **P < 0.01, ***P < 0.001). Error bars in boxplots are CI. The EZ in *H* and *J* is indicated by a white line. (Scale bar, 50 μm.)

To see the direct effect of *GA2OX8* expression on root growth, we measured root growth rate 24 h after *GA2OX8* induction. Overexpression and accumulation of GA2OX8 led to shorter, slower-growing roots (Fig. 3*F*).

Second, to assess physiological importance of the root-expressed *GA2OX* genes, we analyzed a series of loss-of-function mutants. Root length or root growth rate of single *ga2ox6* or *ga2ox8* T-DNA insertion mutants did not show any significant differences compared to control, the same was true for the *ga2ox6/ga2ox8 double* mutant (*SI Appendix*, Fig. S1*G*). As there are 9 characterized *GA2OX* genes in Arabidopsis, this can be the result of gene redundancy. Therefore, we prepared a mutant in seven *GA2OX1,2,3,4,6,7,8* genes (*ga2ox heptuple* mutant) and analyzed its root phenotype. Mutation in seven *GA2OX* genes led to longer- and faster-growing roots (Fig. 3*G*). Further, we analyzed the longitudinal zonation of *pG1090::XVE ≫ mCherry-GA2OX8* and *ga2ox heptuple* mutant. While mutation of *GA2OX* genes resulted in a longer EZ (Fig. 3 *H* and *I*), overexpression of the *GA2OX8* gene resulted in a shorter EZ (Fig. 3 *J* and *K*). Interestingly, the *ga2ox heptuple* mutant has a slightly longer MZ (Fig. 3*I*). However, overexpression of *GA2OX8* did not induce the opposite alteration (Fig. 3*K*).

To sum up, these results show that GA2OX8 protein decreases the level of bioactive GA in the roots and that this way it regulates root growth predominantly by decreasing the root EZ size.

### Auxin Regulates the Level of GA in the Root EZ Through *GA2OX*s.

The regulation of GA deactivating genes *GA2OX6* and *GA2OX8* by auxin represents a cross talk between these two hormonal pathways. We wanted to address the physiological significance of this cross talk in Arabidopsis roots. First, to test whether auxin directly regulates the GA level through *GA2OX* genes, we analyzed the GA level in the *ga2ox heptuple* mutant after IAA treatment. For this, we transformed the *ga2ox heptuple* mutant with the *nlsGPS2* sensor (Fig. 4*A*). As expected, the *ga2ox heptuple* showed a significantly increased GA level in the EZ (Fig. 4 *A*–*C*), with one of the lines also exhibiting a slightly elevated GA level in the MZ (*SI Appendix*, Fig. S2*C*). Confirming this, liquid chromatography–tandem mass spectrometry analysis of GA metabolites in *ga2ox heptuple* roots revealed elevated levels of the bioactive GA3 and GA19 precursor, while no changes were observed in other GA metabolites (*SI Appendix*, Fig. S2*A*). Further, a qRT-PCR analysis revealed a decrease in expression of *GA20OX2* and *GA3OX1* biosynthesis genes (*SI Appendix*, Fig. S2*B*), again hinting at elevated GA levels in the *ga2ox heptuple* roots that causes a negative feedback on GA biosynthesis (17).

**Fig. 4.**
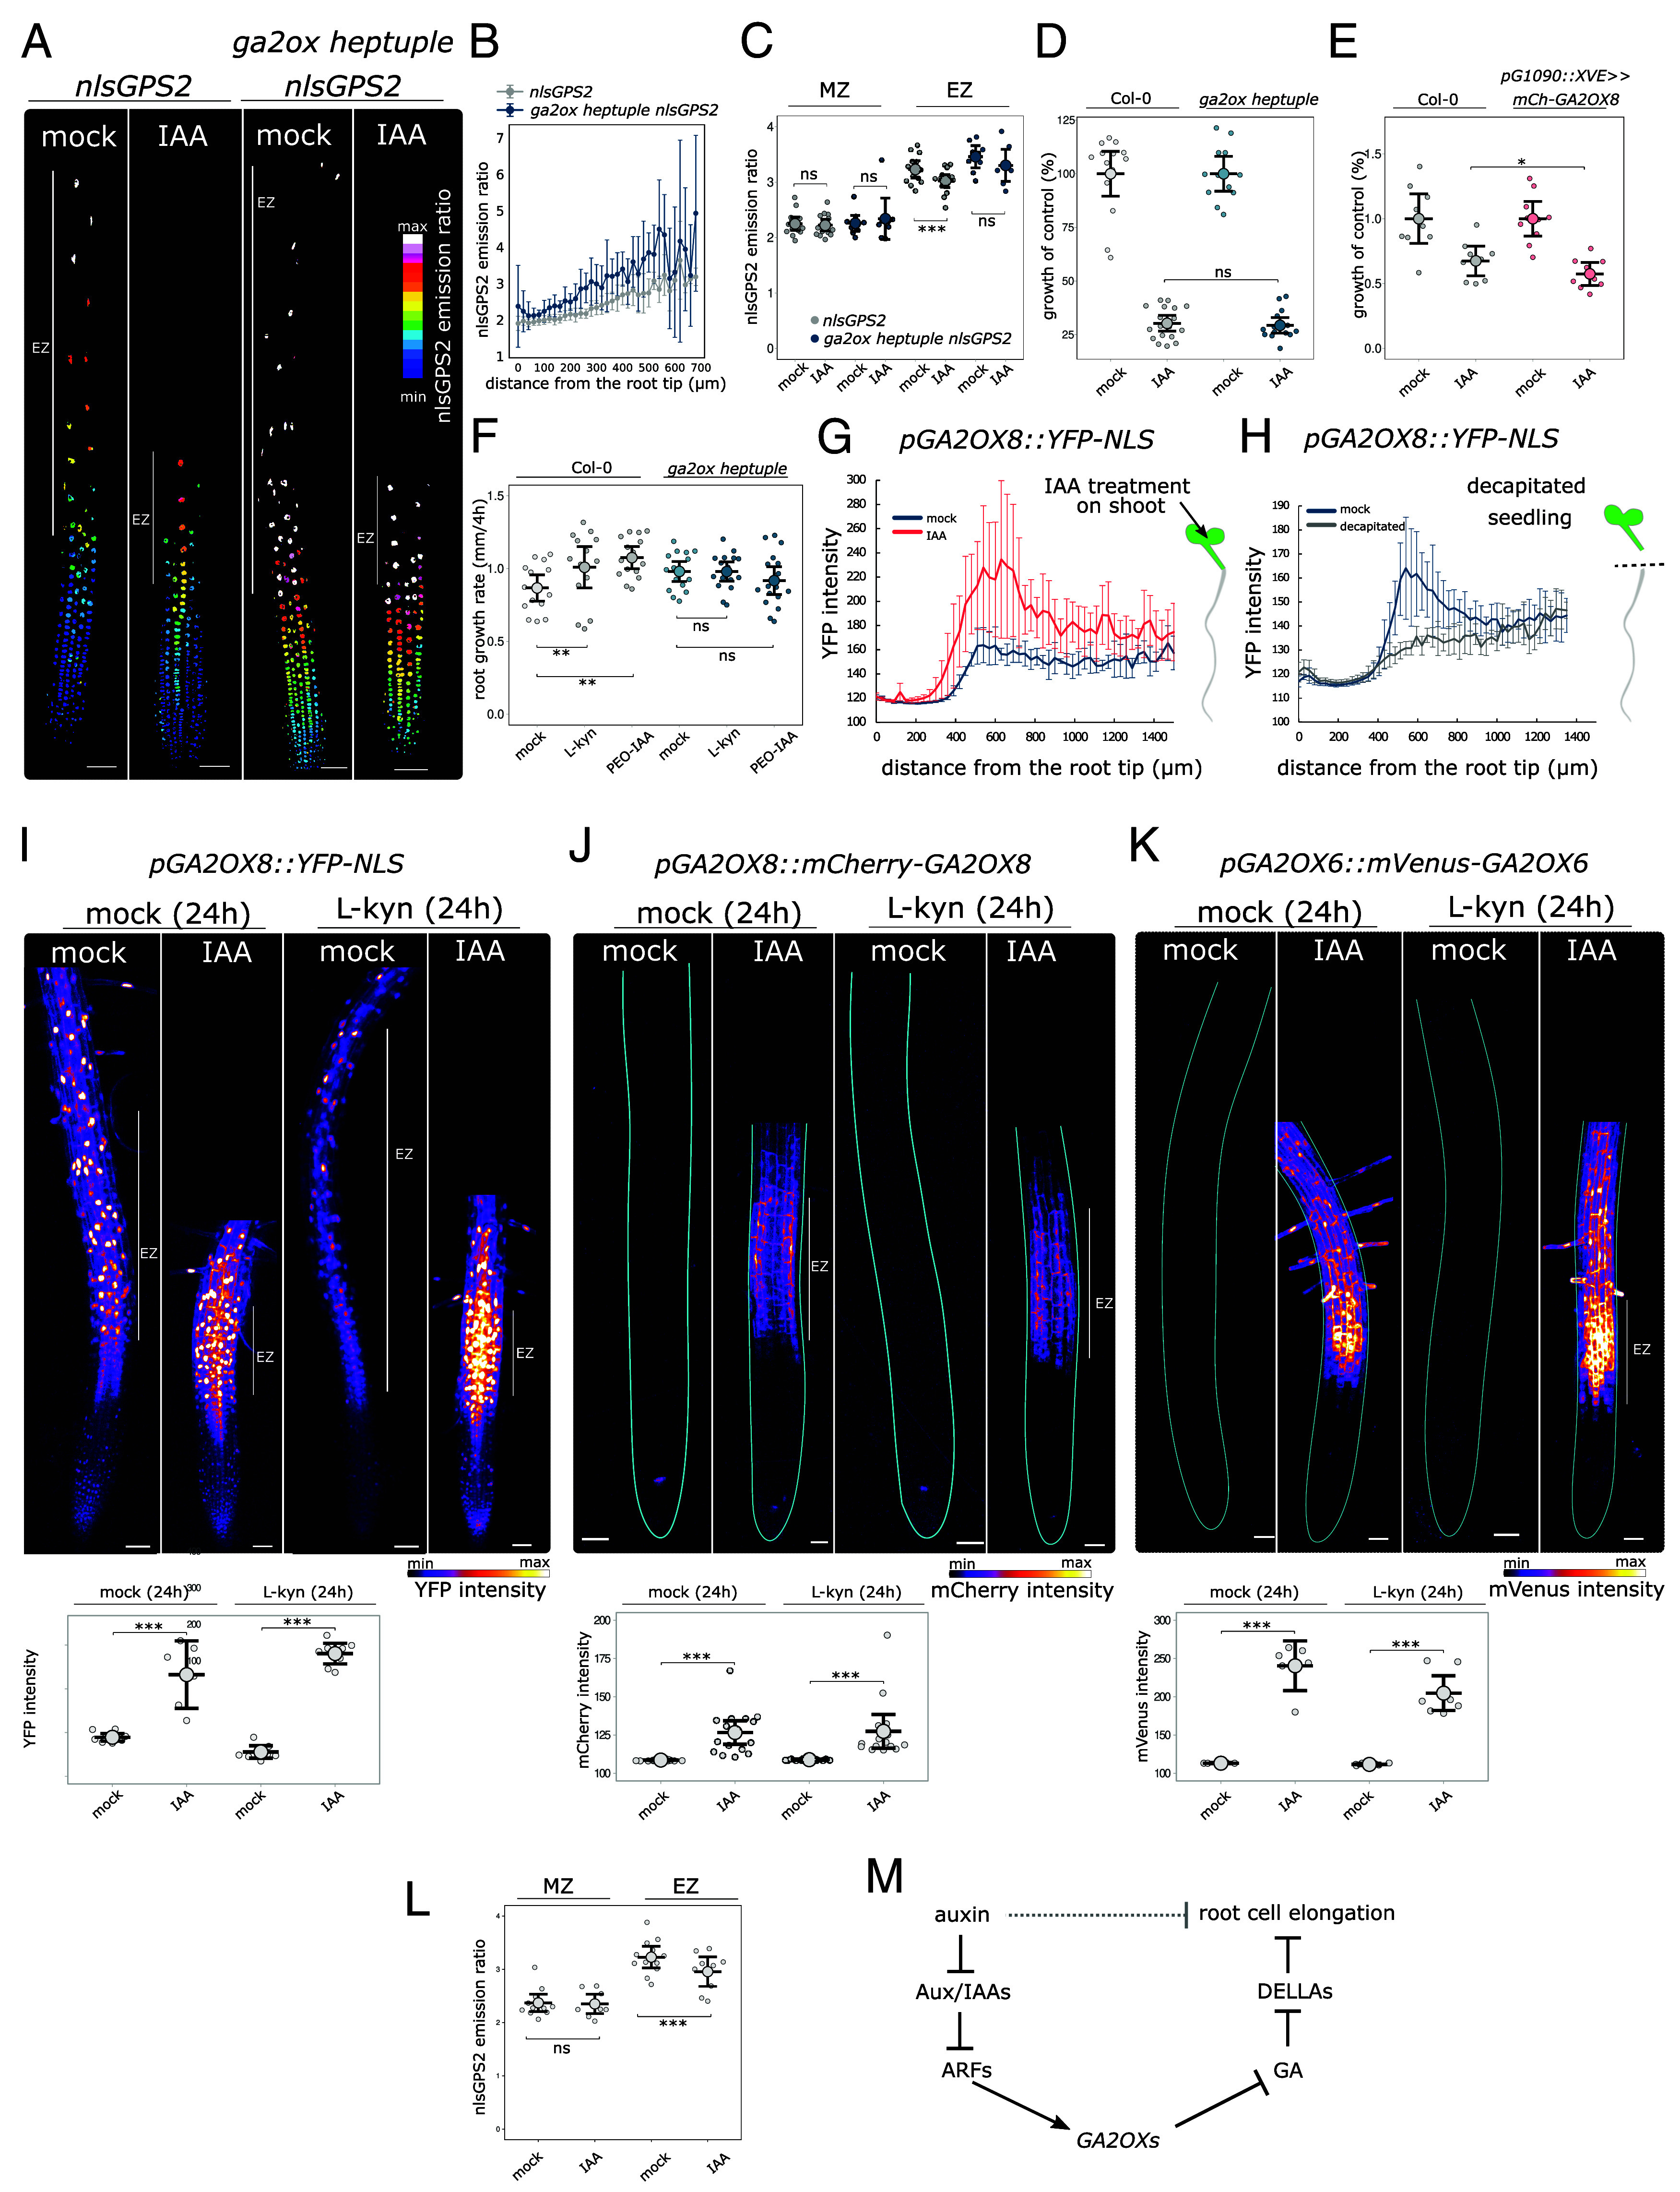
Auxin signaling directly regulates *GA2OX* genes. (*A*) Root tips of *nlsGPS2* and *ga2ox heptuple nlsGPS2* treated for 5 h with 50 nM IAA or mock. (*B*) Quantification of the nlsGPS2 emission ratio corresponding to GA levels along the longitudinal axis of *nlsGPS2*_line1 and *ga2ox heptuple nlsGPS2*_line1 treated for 5 h with 50 nM IAA or mock. n ≥ 10. (*C*) Quantification of nlsGPS2 emission ratio in the meristematic (MZ) or elongation zone (EZ) of *nlsGPS2*_line1 and *ga2ox heptuple nlsGPS2*_line1 treated for 5 h with 50 nM IAA or mock n ≥ 10. (*D*) Growth rate of *ga2ox heptuple* and Col-0 treated with 5 nM IAA for 12 h. Normalized to the mock-treated growth rate. n ≥ 12. (*E*) Growth rate of *pG1090::XVE ≫ mCherry-GA2OX8* and Col-0 treated with 5 nM IAA for 12 h. Normalized to the mock-treated growth rate. All seedlings grown on estradiol. n ≥ 9. (*F*) Growth rate of *ga2ox heptuple* and Col-0 treated with 1.5 μM L-Kyn and 10 μM PEO-IAA for 4 h. n ≥ 14. (*G*) Quantification of YFP-NLS along the longitudinal axis of *pGA2OX8::YFP-NLS* roots in plants treated for 5 h with 100 μM IAA/mock on the shoot. n ≥ 5. (*H*) Quantification of YFP-NLS along the longitudinal axis of *pGA2OX8::YFP-NLS* roots 16h after decapitation. n ≥ 6. (*I*) Root tips of *pGA2OX8::YFP-NLS* pretreated for 24 h with 1.5 μM L-kyn or mock and subsequently treated for 5 h with 100 μM IAA/mock on the shoot. The EZ is indicated by a white line. Quantification of YFP-NLS signal intensity in the EZ. n ≥ 6. (*J*) Root tips of *pGA2OX8::mCherry-GA2OX8* pretreated for 24 h with 1.5 μM L-kyn or mock and subsequently treated for 5 h with 100 μM IAA/mock on the shoot. Quantification of mCherry signal intensity in the EZ. The outlines of the root are highlighted. n ≥ 15. (*K*) Root tips of *pGA2OX6::mVenus-GA2OX6* pretreated for 24 h with 1.5 μM L-kyn or mock and subsequently treated for 5 h with 100 μM IAA/mock on the shoot. Quantification of mVenus signal intensity in the EZ. The outlines of the root are highlighted. n ≥ 5. (*L*) Quantification of nlsGPS2 emission ratio of nuclei in the MZ or EZ of *nlsGPS2* line treated for 24 h with 1.5 μM L-kyn and subsequently treated for 5 h with 100 μM IAA/mock on the shoot. (*M*) A simplified scheme summarizing auxin-modulated regulation of *GA2OX* genes in the root EZ. The asterisks indicate statistically significant differences based on one-way ANOVA followed by Tukey HSD or Kruskal–Wallis test followed by post hoc Dunn’s test (*C*) (*P < 0.05, **P < 0.01, and ***P < 0.001). Error bars in boxplots are CI and in line graphs are SD. The EZ in *A*, *I*, *J*, and *K* is indicated by a white line. (Scale bar, 50 μm.)

IAA treatment did not cause any changes of GA levels in the MZ, regardless of genotype (Fig. 4 *A*–*C* and *SI Appendix*, Fig. S2*D*). In contrast, in response to IAA, GA levels decreased in the EZ of the control plants, while the *ga2ox heptuple* roots showed a partial resistance to IAA in 2 independent homozygous lines (Fig. 4 *A* and *C* and *SI Appendix*, Fig. S2*D*). In the *ga2ox heptuple* mutants, the nlsGPS2 emission ratio decrease was smaller than in the control (Fig. 4 *A* and *C* and *SI Appendix*, Fig. S2*D*). This suggests that auxin signaling regulates GA levels in the root EZ through *GA2OX* genes.

Further, we tested whether this cross talk can affect the root growth response to auxin. To this end, we treated *ga2ox heptuple* and *pG1090::XVE ≫ mCherry-GA2OX8* line with low concentration of IAA and measured the root growth inhibition rate. Both control and *ga2ox heptuple* roots were inhibited by the same extent (Fig. 4*D*), while the *GA2OX8* overexpression line showed a mild hypersensitivity to auxin (Fig. 4*E*). In Col-0 seedlings, the inhibition of auxin biosynthesis or auxin signaling by PEO-IAA (35) increased root growth rate, while the root growth rate of the *ga2ox heptuple* mutant was unaffected (Fig. 4*F*). In summary, these results show that GA2OXs mediate the cross talk between auxin and gibberellin pathways in the root tips.

### Shoot-Derived Auxin Regulates the Expression of *GA2OXs* in the Root EZ.

Apart from the epidermis, we detected strong expression of *GA2OX6* and *GA2OX8* in the vasculature of the root elongation and maturation zone (*SI Appendix*, Fig. S3*A*). Accordingly, the *ga2ox heptuple* mutant showed increased percentage of xylem vessels compared to control (*SI Appendix*, Fig. S3 *B* and *C*), suggesting that GA2OXs regulate the GA level in the stele, which leads to increased xylem production (36). It was shown that shoot-derived auxin is essential for GA signaling during root growth (25). The vascular expression of *GA2OXs* suggests that their expression might be controlled by the auxin that is transported from the shoot. To test this, we first applied exogenous IAA to cotyledons, which increased the *GA2OX8* promoter activity in the root EZ (Fig. 4*G*). Accordingly, the removal of the shoot as a source of auxin resulted in decreased *GA2OX8* promoter activity (Fig. 4*H*). To rule out the role of local auxin synthesis, we treated the roots with an L-kyn. As expected, auxin biosynthesis inhibition led to a decrease in *GA2OX8* promoter activity; however, auxin application to the shoot led to a strong increase of pGA2OX8::YFP-NLS signal in the EZ (Fig. 4*I*), indicating that the auxin originating from the shoot can regulate the expression of *GA2OX8* in the root. Further, we evaluated the GA2OX6 and GA2OX8 protein levels using translational reporter lines *pGA2OX8::mCherry-GA2OX8* and *pGA2OX6::mVenus-GA2OX6*. Both lines showed weak signals in normal growth conditions. Strikingly, IAA application to the shoot triggered accumulation of both proteins specifically in the EZ, even when endogenous auxin production was inhibited by the L-kyn treatment (Fig. 4 *J* and *K*). Finally, in accordance with the increased *GA2OX6* and *GA2OX8* expression, the levels of active GA visualized by the *nlsGPS2* sensor decreased in the root EZ upon IAA application to shoots (Fig. 4*L*).

In summary, our results demonstrate that auxin signaling can modulate the level of active GA in the root EZ by driving the expression of the *GA2OX* enzymes (Fig. 4*M*). The expression of *GA2OX* genes can be driven also by shoot-derived auxin.

## Discussion

Highly coordinated hormonal regulation is fundamental for root cell elongation (37). This study shows the role of auxin-modulated GA deactivating enzymes GA2OX in root growth and development. An increase in GA levels positively correlates with the root cell elongation rate (9–12). In this work, we show that auxin treatment decreases GA levels and alters the shape of the GA concentration gradient along the longitudinal axis of the root.

Previously, it has been shown that *GA2OX6* and *GA2OX8* genes are specifically regulated by auxin at the whole plant level (24). 

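Among the 27313 genes of the transcriptomic data, GA2OX6 had a higher mean TPM than 74.4% of genes in the Col-0 mock, 73% in the ΔMP mock and 80.9% in ΔMP after 180 min of estradiol. GA2OX8 stood above 28.5% of genes in the Col-0 mock, 33.3% in the ΔMP mock and 77.8% in ΔMP after 180 min of estradiol. In AXR3-1 after 180 min, GA2OX6 was above 61% and GA2OX8 above 25.1% of genes.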

Interestingly, our results hint at a tight control of GA2OX6 and GA2OX8 protein levels in the roots; while the transcriptomic data and GA2OX8 promoter-reporter line showed a strong expression in roots, the protein levels visualized by fluorescent protein fusions were rather low.

*GA2OX6* and *GA2OX8* overexpression reduced growth of aboveground parts (19, 20, 38); however, their role in roots has not been characterized. Here, we demonstrate that GA2OX6 and GA2OX8 enzymes deactivate GA and are upregulated by auxin treatment in the EZ of the Arabidopsis root. Considering that there is no characterized GA exporter, GA2OX activity can act as main negative regulators of GA levels in the root EZ. Remarkably, the *ga2ox heptuple* mutant showed an increase in GA levels particularly in the root EZ.

What is the biological role of GA2OX enzymes in roots? Both the mutant and the *GA2OX* overexpression data demonstrate that GA2OXs are negative regulators of root cell elongation. The absence of a detectable phenotype in single or double *ga2ox6/ga2ox8* mutants points to gene redundancy, which is remarkable for GA metabolic genes, as overlapping functions have been demonstrated even among genes that show nonoverlapping expression patterns under normal conditions (39). Even the mutation of 5 *GA2OX* genes did not affect GA levels, which corresponds to the unchanged root length and elongation growth of the *ga2ox quintuple* mutant (40). Using the inducible system, we were able to study the direct effect of *GA2OX8* gene induction on root growth while excluding the possible influence of GA level changes on other processes, such as seed germination rate. Additionally, germination is likely regulated by de novo GA biosynthesis, as indicated by the unchanged GA level in *ga2ox quintuple* mutant seeds (22).

The primary driver of GA levels in the root EZ is the activity of biosynthetic enzymes. In addition to differential GA biosynthesis and cellular permeability to GA (40), the deactivation by *GA2OX* genes can jointly regulate GA levels in the EZ. Interestingly, ectopic overexpression of biosynthetic genes and the subsequent increase in GA levels did not lead to enhanced elongation in the early EZ but rather in later tissues (40). This suggests that spatially specific effects of mutating *GA2OX* genes contribute to the regulation of elongation growth.

GA2OX6 and GA2OX8 enzymes were shown to degrade the biologically active GA4 and the GA4 precursor, respectively (20, 41). Our results show that in the *ga2ox heptuple* mutant, bioactive GA3 and the GA19 precursor levels are elevated, while other precursors remain unchanged, indicating a complex metabolic regulation of GA levels.

*GA2OX6* and *GA2OX8* are downstream targets of auxin signaling, representing a cross talk between these phytohormonal pathways. What is the biological significance of this cross talk for root growth regulation? In the *ga2ox heptuple* mutant, the IAA-triggered decrease of GA levels was less significant than in the control. This “molecular phenotype” demonstrates that GA2OX6 and GA2OX8 decrease GA levels in the root EZ in response to increased auxin input. Accordingly, at lowered auxin level or signaling, the *ga2ox heptuple* mutant did not significantly increase root elongation rate. This suggests that auxin–*GA2OXs* cross talk might reinforce the negative auxin effect on cell elongation. In agreement with this hypothesis, the *GA2OX8* overexpressing plants were mildly hypersensitive to external auxin application. However, the control-like sensitivity of *ga2ox heptuple* root to exogenous auxin treatment contradicts this hypothesis. The observed auxin–GA cross talk via *GA2OX6* and *GA2OX8* might be significant only under specific environmental or developmental conditions, which we did not manage to test in our experiments. Our findings suggest that auxin transported from the shoots controls the expression of the *GA2OXs* in the roots. Changes in root elongation growth regulated by shoot-derived auxin may be crucial for adjusting the balance of shoot and root growth under changing environmental conditions. Auxin transported from the aboveground parts, induced by biotic or abiotic stressors (42, 43), could influence root elongation by modulating GA levels.

Additionally, several studies pointed to time-dependent GA response in roots. GA are important in long-term formation of lateral roots (44). In contrast, previously we showed increased sensitivity of roots overexpressing dominant negative *AXR3-1* shortly after altering auxin signaling. Interestingly, these changes are not accompanied by measurable modulations in GA levels (11). This could be explained by increased sensitivity of roots to GA. The positive effect of elevated GA sensitivity on root growth is also demonstrated by the increased root elongation of mutants overexpressing the GA receptor (45).

Remarkably, although the *GFP-RGA* marker line (5) indicated GA signaling decrease in response to auxin both in the meristematic and EZ, the GA level as determined by the direct *nlsGPS2* sensor (10) decreased in the EZ only. This can be explained by higher sensitivity of the *GFP-RGA* signaling reporter, perhaps via the high affinity and root expressed GID1B receptor, compared to the direct *nlsGPS2* sensor that uses GID1C receptor action. Another explanation would be that auxin upregulates expression of *RGA* gene, however in our dataset, *RGA* was not auxin responsive.

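RGA (AT2G01570), a DELLA gene, was between 37.3 ± 2.4 and 42.5 ± 0.58 TPM (SD, n = 3) in all 9 groups. Against the mock, its log2 fold change was −0.07 in ΔMP at 180 min (standard error 0.05, adjusted p = 0.371 from edgeR's quasi-likelihood test) and 0.08 at 90 min (adjusted p = 0.545). In AXR3-1, RGA had 0.09 at 180 min (adjusted p = 0.237) and 0.11 at 90 min (adjusted p = 0.231). In Col-0, which received estradiol without a transgene, RGA had 0.06 (adjusted p = 0.541) and 0.08 (adjusted p = 0.501). The response relative to Col-0 at 180 min was −0.13 in ΔMP (adjusted p = 0.346) and 0.03 in AXR3-1 (adjusted p = 0.89). Between 90 and 180 min, RGA fell in ΔMP by 0.14 on the log2 scale (0.05, adjusted p = 0.0322). Each group held at least 3919 counts of RGA over its 3 libraries.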

In our work, we have focused mostly on the root growth and root EZ. However, the observed strong *GA2OX8* and *GA2OX6* expression in the root vascular system suggests its role during vascular development. Mäkilä et al. showed (36) that GA signaling regulates polar auxin transport to promote xylem production in roots. Our results suggest that *GA2OX* genes are important in vascular organization, as *ga2ox heptuple* mutants favor xylem formation. GA2OX8 or GA2OX6 may catalyze the deactivation of bioactive GA precursors present in vasculature (46) as a part of feedback mechanism to balance vasculature formation.

Our results clearly demonstrate that auxin regulates the GA level in the EZ through upregulation of *GA2OX6* and *GA2OX8* genes and that the GA level modulated by *GA2OX* genes is positively correlated with root cell elongation. However, numerous aspects of auxin–GA interactions in roots continue to be unresolved, with these processes affected by time, specific tissues, hormone concentration, and environmental and developmental factors. Understanding the molecular mechanisms underlying auxin–GA cross talk helps to understand the complexities of root cell elongation.

## Materials and Methods

### Plant Material.

Following lines were used in this article: *pRGA::GFP-RGA* (5), *nlsGPS2* (10), *pG1090::XVE ≫ *A*XR3-1* (47), *pG1090::XVE ≫ ΔMP* (48), *DR5::LUC* (31), *pGA2OX6::mVenus-GA2OX6* (33) and T-DNA insertion mutants *ga2ox6* [SM_3_1859, (22)], *ga2ox8*_line1 (SALKseq_040686.2), *ga2ox8*_line2 [WiscDsLox263B11 (49)].

The following lines were prepared in this study. Above mentioned *ga2ox6* and *ga2ox8* were crossed to create a ga2ox6*/ga2ox8 double* mutant. To generate a *ga2ox heptuple* homozygous mutant containing null alleles of seven *GA2OXs*, the *ga2ox1/2/3/4/6 quintuple* mutant (22) was crossed with the *ga2ox7-2/ga2ox8 double* mutant (SALK_055721/SALKseq_040686). Subsequent generations were then backcrossed with the *ga2ox1/2/3/4/6 quintuple* mutant until the homozygous *ga2ox heptuple* mutant was generated. *pGA2OX8::YFP-NLS* was crossed with *pG1090::XVE ≫ AXR3-1* and pG1090::XVE ≫ *ΔMP*. nlsGPS2 and pRGA::GFP-RGA were crossed with pG1090::XVE ≫ *mCherry-GA2OX8*.

*pGA2OX8::LUC*, *pGA2OX8::YFP-NLS*, *pG1090::XVE ≫ mCherry-GA2OX8, pGA2OX8::mCherry-GA2OX8* were created as described below. *ga2ox heptuple nlsGPS2* was generated by transforming the *ga2ox heptuple* line by the nlsGPS2 plasmid (10) with kanamycin resistance. Primers used for genotyping are in *SI Appendix*, Table S1.

### Growth Conditions.

Chlorine gas was used to surface-sterilize seeds (50), followed by stratification for 2 d at 4 °C. Seedlings were grown vertically on plates containing 1% (w/v) agar (Duchefa) with ½ Murashige and Skoog (MS, Duchefa, 0,5 g/l MES, 1% (w/v) sucrose, pH 5.8 adjusted with 1 M KOH). Plants were grown in a growth chamber with 60% humidity, 22 °C by day (16 h), 18 °C by night (8 h), light intensity of 120 μmol photons m^−2^s^−1^.

### Molecular Cloning and Plant Transformation.

We used GoldenBraid methodology (51) as a cloning strategy. 

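GA2OX8 lies on chromosome 4 of TAIR10.1. The forward and reverse cloning primers, of which 24 and 22 bases matched the reference, bound a fragment from 11301303 to 11302682, or 1380 bp, which ends at the annotated transcript start of GA2OX8 at 11302682. The coding sequence opens at 11302751, so this fragment holds none of it.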

For *GA2OX8* reporter lines, we cloned 1,272 bp upstream of *GA2OX8* (AT4G21200), including 12 bp of its CDS, and fused it with *luciferase* gene (52) (*pGA2OX8::LUC*), YFP fused with NLS (*pGA2OX8::YFP-NLS*) or mCherry with *GA2OX8* CDS (*pGA2OX8::mCherry-GA2OX8*). Next, we cloned CDS of *AXR3-1* (AT1G04250) (88P → L substitution) or 1 to 255 amino acids of *ARF5/MP for ΔMP* (AT1G19850) driven by the *35S* promoter and fused it either with mVenus (3) (*35S::AXR3-1-mVenus*) or mScarlet-I (53) (*35S::ΔMP-mScarlet*) to the C terminus. All these constructs were terminated by *35S* terminator and cloned into the alpha1 vector.

For estradiol-inducible lines, the *G1090* promoter (34), *XVE* (34) and the *Pisum sativum* RuBisCo terminator were cloned into the alpha1-1 vector. The 4xLexA Operon followed by the CaMV *35S* minimal promoter (54), N-terminal *mCherry* (55), *GA2OX8* CDS, and the *35S* terminator, were combined into alpha1-3 vector (56). The alphas were then interspaced with matrix attachment regions (56), combined with a Basta resistance cassette, and cloned into the pDGB3omega1 binary vector (34). All constructs were transformed into the Col-0 ecotype using the floral dip method (57). Primers used for cloning are in *SI Appendix*, Table S2.

### Treatments and Phenotyping.

To treat the plants, 5-d-old plants were transferred to a treatment-containing medium. Estradiol (Sigma, 20 mM stock in DMSO, 2,5 μM working concentration), Indole Acetic Acid (IAA, Sigma, 10 mM stock in 96% ethanol), PEO-IAA (MedChemExpress, 10 mM stock in DMSO), L-kynurenine (L-kyn, Carl Roth, 3 mM stock in DMSO), and propidium iodide (PI, Biotium, 1 M stock in water) were used for treatments. Working concentrations and treatment time for specific experiments are given in the legend of each figure.

Root growth rate was measured as distance between root tip positions in consecutive time frames. The size of the MZ and EZ was measured on roots stained with 2,5 μM PI for 15 min. The end of the EZ was set as the first cell with root hair. The size of the MZ was measured as a distance from the quiescent center to the last isodiametric cortical cell. In auxin-treated roots, it was impossible to determine the meristem size by the cell size rule, as cell elongation is inhibited by auxin. It was shown that the position of the end of the LRC correlates with the end of the transition zone (58). The 5 h IAA treatment did not influence the distance of LRC end from the QC, which was below 300 μm (*SI Appendix*, Fig. S3*D*). Therefore, the boundary of the EZ in Fig. 1 *E* and *F* was defined by the end of the LRC across all lines and treatments, and in Fig. 4*C* and *SI Appendix*, Fig. S2*D*, the EZ boundary was set as the 300 μm distance from the QC across all lines and treatments. To test the role of shoot-derived auxin, shoots were decapitated with a razor. 24 h pretreatment with 1.5 μM L-kyn was used. To add exogenous auxin on shoots, plants were put on agar plates (containing L-kyn or DMSO), and 20 μl of 100 μM IAA treatment was added to cover shoot tissue. To avoid spreading the treatment to roots, 1 to 2 mm gap in the agar was made between the shoot and root.

GA level determination, histological analysis, and qRT-PCR methods are described in detail in the supplemental information.

### Microscopy, Imaging, and Image Analysis.

Vertical stage spinning disk microscope (59) equipped with a Plan-Apo 10x/0.45 M27, Plan-Apo 20x/0.8 M27, and LD LCI Plan-Apo 40x/1.2 Imm objectives were used for most images. The mCherry, mScarlet, and PI-stained samples were excited by 561 nm laser, emission 582 to 636 nm; 515 nm laser for mVenus, Venus, and GFP, emission 520 to 570 nm; and 488 nm laser for YFP samples, emission 500 to 550 nm.

For images 1F, 2G,H, 3B,C, and 4C, Zeiss LSM 880 with LD LCI Plan-Apo 25x/0.8 DIC Corr and C-Apo 40x/1.2Imm Corr DIC objectives was used. In *pGA2OX8::YFP-NLS* crossed with pG1090::XVE ≫ *AXR3-1* or pG1090::XVE ≫ *ΔMP*, GFP and YFP signals were separated using lambda imaging and linear unmixing in the Zen software.

For images 1D, 4A,B, and S2C,D, a Nikon spinning disk microscope (Eclipse Ti-E, inverted) with Yokogawa CSU-W1 SD unit (50 mm) with Plan-Apo L 20x/0.75 objective was used.

Vertically placed flatbed scanner (Perfection V700, Epson) was used for low-resolution imaging. Epson Scanner software v3.9.2.1US was used to acquire images. ImageJ Fiji software (60) was used for all image analysis.

The nlsGPS2 emission ratio was calculated as the ratio of emission intensities of the Aphrodite-FRET acceptor channel (excitation 458, emission 525 to 579 nm) and the Cerulean donor channel (excitation 458, emission 463 to 517 nm). In parallel, the Aphrodite channel was acquired (excitation 514, emission 525 to 579 nm). Intensity of all fluorescent proteins was measured after removing the background intensity only from the nuclei (Figs. 1*F*, 2 *G* and *H*, 3 *B* and *C*, and 4*C*). Ratiometric analysis of nlsGPS2 images (Figs. 1*D* and 4 *A* and *B* and *SI Appendix*, Fig. S2 *C* and *D*) was performed on per-nuclei basis by utilizing the FRETENATOR2 (61) plugin for Fiji. After batch processing of images, each individual label map was manually checked for segmentation quality. Calculation of emission ratios of individual nuclei was performed with local background subtraction to correct for fluorescence of surrounding tissues. To generate the longitudinal profile of nlsGPS2, we used the intensity values of all nuclei from all roots. For the comparison of signal levels between the meristematic and EZ, the mean intensity of all nuclei within each root was calculated and subsequently plotted.

### Transcriptomic Analysis and Gene Expression Analysis.

*pG1090::XVE ≫ AXR3-1*, *pG1090::XVE ≫ ΔMP,* and Col-0 were grown on ½MS plates for 5d and then whole plants were poured with 5 ml of 2,5 μM estradiol-containing ½MS liquid medium. Additionally, *pG1090::XVE ≫ AXR3-1*, *pG1090::XVE ≫ ΔMP* and Col-0 were poured with DMSO-containing ½MS liquid medium. Leftover medium was removed, and plants grown vertically for 1.5 h or 3 h in the cultivation room. After this, roots were harvested. To obtain transcriptomic data, RNA from 40 to 50 root tips (7 to 10 mm) of *pG1090::XVE ≫ AXR3-1*, *pG1090::XVE ≫ ΔMP* and Col-0 was extracted following the protocol (Plant Total RNA Mini Kit, Favorgen). cDNA library was prepared from polyA-enriched total RNA and sequenced by Illumina. The sequencing resulted in at least 20 million 150 bps long read pairs. Rough reads were quality-filtered using Rcorrector and Trim Galore scripts (62). Levels of gene expression (aggregated transcript abundances quantified as transcripts per million—TPM) were determined using Salmon (63) with parameters --posBias, --seqBias, --gcBias, --numBootstraps 30. Reference index was built from *Arabidopsis thaliana*, TAIR10 cds library, version 20101214. Visualization, quality control of data analysis, and determination of differentially expressed genes were selected using sleuth (version 0.29.0) package in R (64). Genes with q-value ≤ 0.05 and log2 fold change ≥ 1 (upregulated) or ≤ −1 (downregulated) were considered to be significantly differentially expressed.

### Luciferase Reporter Assay.

The *pGA2OX8::LUC*, *p35S::*A*XR3-1-mVenus,* and *p35S::ΔMP-mScarlet* constructs were transformed into *Agrobacterium tumefaciens* (GV3101), and used for transient expression in 4-week-old *Nicotiana benthamiana* leaves (65). 1.5d after transformation, leaves were sprayed with 1 mM luciferin, kept for 2 min in darkness, followed by imaging using Azure 600 scanner (6 min exposure; Azure Biosystems). Mean luminescence intensity was determined in each infiltrated region, followed by background subtraction and normalization to the *pGA2OX8::LUC* intensity in the same infiltrated leaf.

### Statistical and Graphical Analysis.

To compare multiple samples with normal distributed data, one-way ANOVA followed by Tukey HSD was used. Kruskal–Wallis test followed by post hoc Dunn’s test was used for data which do not follow normal distribution. Statistical analysis between two normally distributed samples was performed using the unpaired Student's *t* test (*P*-value 0.05 > ns; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001). All experiments using lines prepared in this study were conducted with at least three independent homozygous insertion lines, with the exception of the *ga2ox heptuple* mutant, which was analyzed using two independent homozygous lines. Each experiment was repeated in at least three biological replicates, and representative results are shown. The statistical test used is indicated in each figure.

Figures were generated using Inkscape. Boxplots were made by SuperPlotsOfData (66). Dots represent individual data points; the largest dot represents mean.

## Supplementary Material

Appendix 01

Dataset S01

## Data Availability

The original transcriptomic data and the source data for the manuscript have been deposited in Gene Expression Omnibus and Zenodo (GSE282145; https://doi.org/10.5281/zenodo.15689296) (67, 68).

# Supplementary material for: Gibberellin-deactivating GA2OX enzymes act as a hub for auxin–gibberellin cross talk in Arabidopsis thaliana root growth regulation
**Source:** Proc Natl Acad Sci U S A. 2025 Jul 22;122(30):e2425574122. doi: 10.1073/pnas.2425574122
**Supplement:** Supplementary file 1 — Appendix 01

**Supporting Information for
“Gibberellin-deactivating GA2OX enzymes act as a hub for auxin-gibberellin crosstalk in *Arabidopsis thaliana* root growth regulation”**

Monika Kubalová^{1,2*}, Jayne Griffiths³, Karel Müller¹, Lev Levenets^{1,2}, Edita Tylová², Danuše Tarkowska⁴, Alexander M. Jones³, Matyáš Fendrych^{1,2,*}

*corresponding author names: Matyáš Fendrych, Monika Kubalová

This PDF file includes:

Figure S1 to S2
Tables S1 to S3
Supplemental methods

Other supporting materials for this manuscript include the following:

Datasets S1

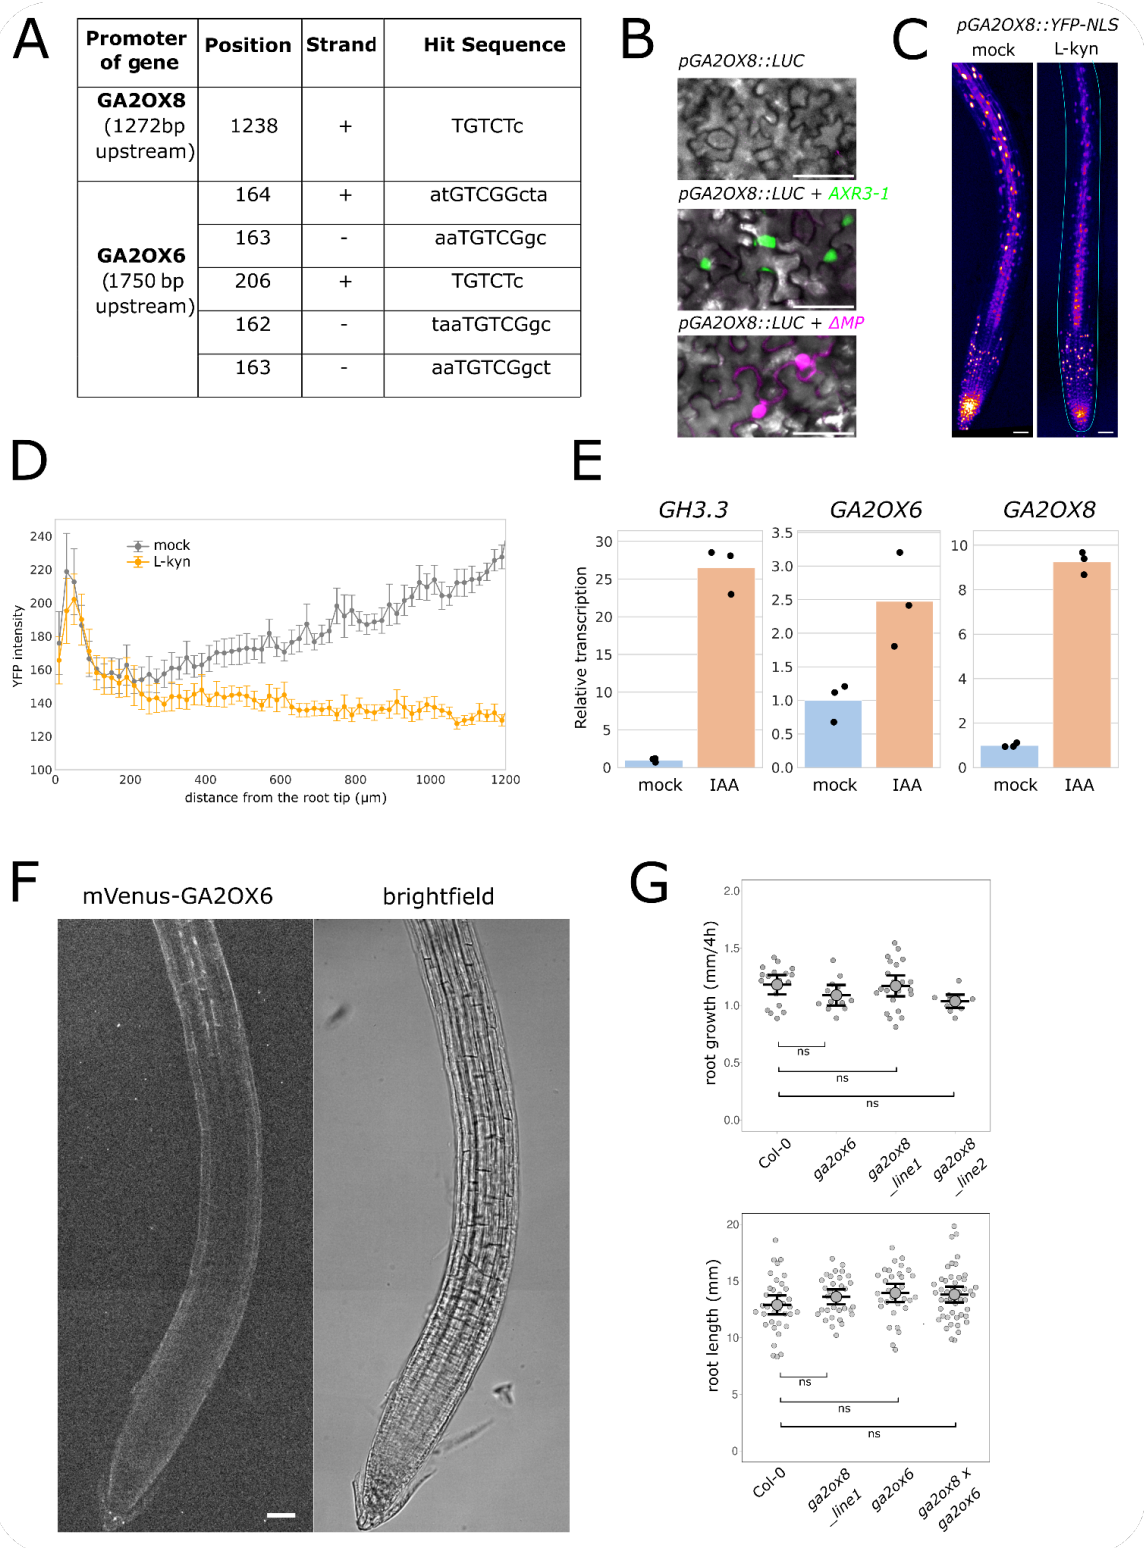

Figure S1

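AuxREs are the DNA motifs bound by ARF transcription factors. PlantPAN predicts such sites from matrices of known motifs, and the exact words TGTCTC, TGTCGG and TGTC were searched for here on both strands of TAIR10.1. In the 1380 bp upstream of GA2OX8 that its cloning primers bound, TGTCTC occurs 1 time, from 11302658 to 11302663 of chromosome 4 on the plus strand, 24 bp upstream of the transcript start. A region of that length upstream of 26633 genes holds a median of 1 such site, and 50.8% of genes have as many or more. TGTCGG does not occur there, and the core TGTC occurs 11 times, as many or more than which are found for 25.4% of genes (median 8). In the same length upstream of GA2OX6, from 485420 to 486799 of chromosome 1, TGTCTC does not occur. TGTCGG occurs 1 time, from 485741 to 485746 on the minus strand, 1059 bp upstream (19.5% of genes have as many), and TGTC occurs 15 times (3.99% of genes have as many).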

- A. AuxRE binding sites in *GA2OX8* and *GA2OX6* promoter (obtained by PlantPAN 4.0).
- B. Tobacco leaf cells co-infiltrated with *pGA2OX8::LUC* with/without p35S::*ARF5-mScarlet* and p35S::*AXR3-I-mVenus*. Scale bar = 50µm.
- C. Expression of *pGA2OX8::YFP-NLS* in root tip treated with mock or 1.5 µM L-kyn for 24h. Scale bar = 50µm.
- D. Quantification of YFP-NLS along the longitudinal axis of the root in mock or L-kyn treated *pGA2OX8::YFP-NLS* line. n≥14.
- E. The relative transcription of *GH3.3*, *GA2OX6* and *GA2OX8* in roots treated with mock or 50nM IAA for 30min.
- F. Expression of *pGA2OX6::Venus-GA2OX6* in root tip. Scale bar = 50µm.
- G. Root growth and root length of 5d old Col-0, *ga2ox8_line1*, *ga2ox8_line2*, *ga2ox6* and *ga2ox8xga2ox6 double* mutant. n≥10.

The asterisks indicate statistically significant differences between groups based on one-way ANOVA followed by Tukey HSD (ns – not significant, *P < 0.05, **P < 0.01, ***P < 0.001). Error bars in boxplots are CI and in line graph are SD.

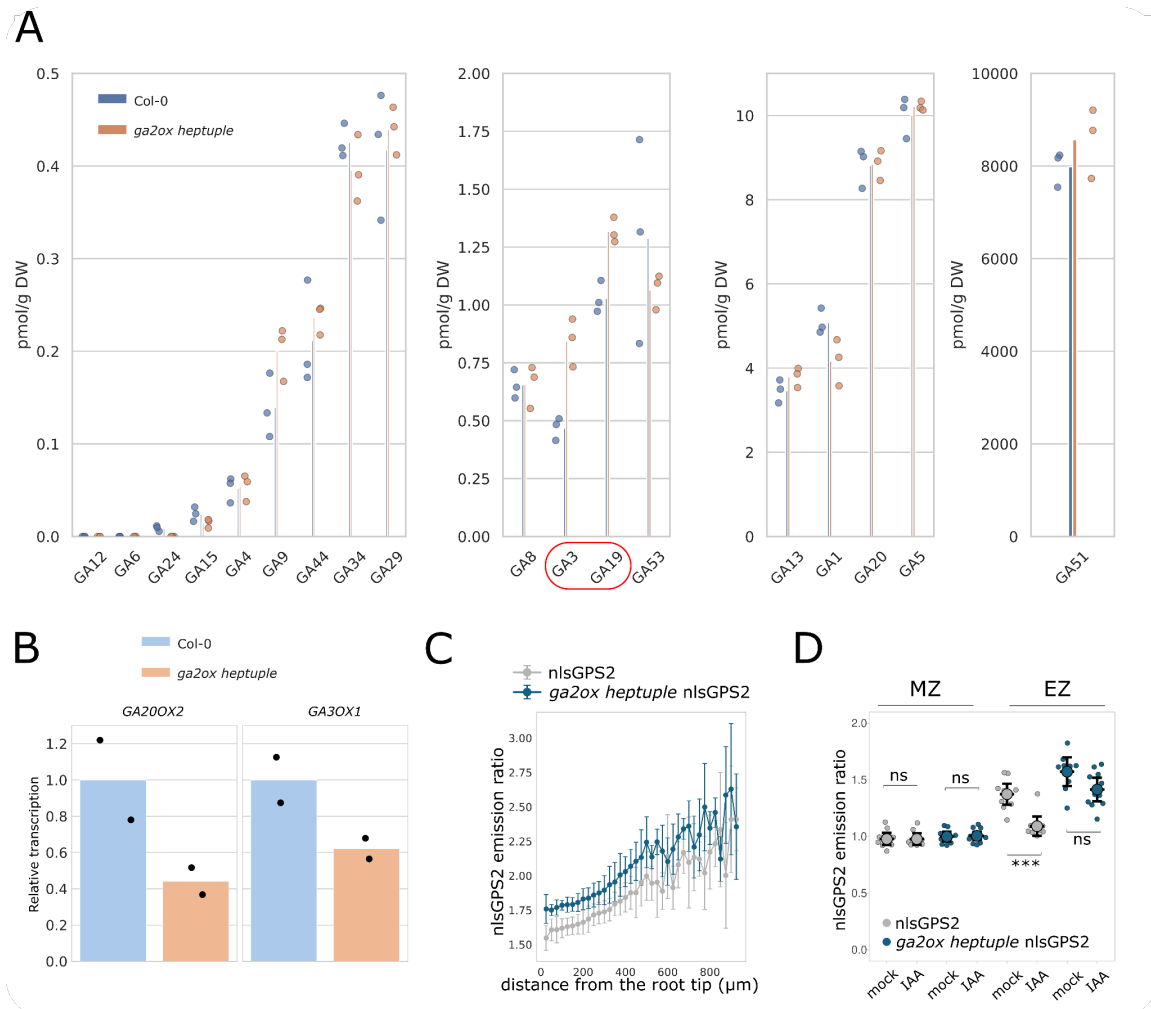

Figure S2

- A) Quantification of GA levels in *Arabidopsis thaliana* roots of Col-0 and *ga2ox heptuple* mutant. GA3 and GA19 with detectable differences are highlighted in red.
- B) The relative transcription of *GA20OX2* and *GA3OX1* in *ga2ox heptuple* and Col-0 roots.
- C) Quantification of nlsGPS2 emission ratio corresponding to GA level of nuclei along the longitudinal axis of nlsGPS2_line2 and *ga2ox heptuple* nlsGPS2_line2 treated for 5h with 50nM IAA or mock. n $\geq$ 7.
- D) Quantification of nlsGPS2 emission ratio corresponding to GA level of nuclei in the meristematic zone (MZ) or elongation zone (EZ) of nlsGPS2_line2 and *ga2ox heptuple* nlsGPS2_line2 treated for 5h with 50nM IAA or mock. n $\geq$ 8.

The asterisks indicate statistically significant differences between groups based on Kruskal–Wallis test followed by post hoc Dunn’s test. (ns – not significant, *P < 0.05, **P < 0.01, ***P < 0.001). Error bars in boxplots are CI and in line graphs are SD.

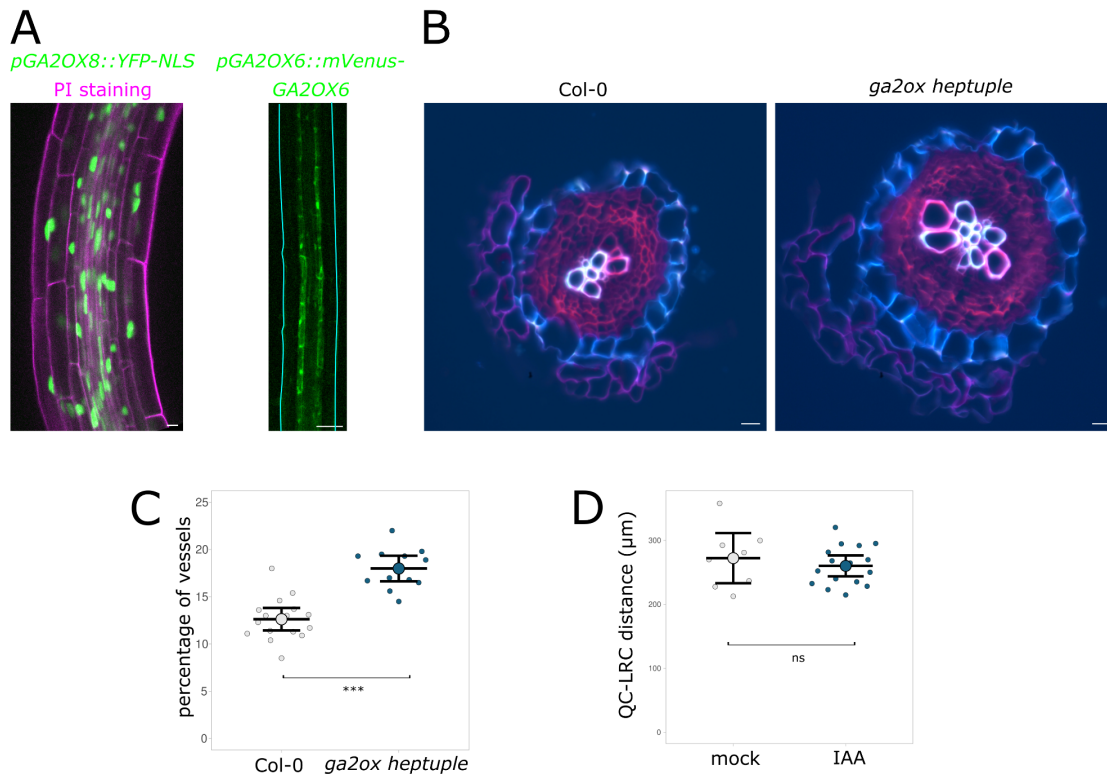

Figure S3

- A) Left: Expression of *pGA2OX8::YFP-NLS* (green) in root vascular tissue stained with PI (magenta). Scale bar = 10 μm . Right: Expression of *pGA2OX6::mVenus-GA2OX6* (green) in root vascular tissue. The outlines of the root are highlighted with a turquoise line. Scale bar = 50 μm .
- B) Cross section of *ga2ox heptuple* and Col-0 roots (at the position 0.5 cm from the root base) stained with Safranin O and FastGreen FCF and documented under UV excitation (U-MWU filter block). Scale bar = 10 μm .
- C) Percentage of differentiated+differentiating vessels in stele of *ga2ox heptuple* and Col-0 roots (percentage of vessels per stele; including vessels of primary and secondary xylem). $n \geq 12$.
- D) Distance between the quiescent centre (QC) and the end of the lateral root cap (LRC) in Col-0 plants was not affected by the treatment for 5h with etoh (mock) or 50 nM IAA. $n \geq 8$.

The asterisks indicate statistically significant differences between groups based on Student t-test (ns – not significant, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$). Error bars in boxplots are CI.

Supplemental tables

Table S1: List of primers used for genotyping

Primer name	5'-3' primers	Lines
ga2ox1-1_RP	TCTTCCGGTTCGATATCTCCCA	<i>ga2ox septuple</i> mutant
ga2ox1-1_LP	TGACCAAAACACGGACTCGAT	
ga2ox2-1_RP	CTGCGAGGAGTTCGGGTTCTT	
ga2ox2-1_LP	TTTTTGTCGACCTCCACACC	
ga2ox3-1_RP	TTGAAAATTTGTCCTTTAACCCCA	
ga2ox3-1_LP	TCCGGATGTGAAAACCTGAAATCA<br>A	
ga2ox4-1_RP	TGACAGCTCGGCAGTGAATTG	
ga2ox4-1_LP	TGGGGTATCACATTTACCTCAA	
ga2ox6_2_RP	TTGTCAACCGTATGGAAACCG	
ga2ox6_2_LP	CAACCAAGAACCAACGATTGC	
ga2ox7-2_RP	AGTCACCATGGACTTTCGC	
ga2ox7-2_LP	GAGAAGTGGCGCTAGGGTTT	
ga2ox8_RP	AACGTTCGCAGACTCGTAGT	
ga2ox8_LP	ACCTTTCTTTTGGTTAAGTTACCTT	
ga2ox8_LP	TCGTACCTAGCTTGTTTTTAGAGG	<i>ga2ox6 x ga2ox8</i> double mutant
ga2ox8_RP	TGTGGAGAATTATCCCAATAACAA<br>G	
ga2ox6_LP	TTGTCAACCGTATGGAAACCG	
ga2ox6_RP	CAACCAAGAACCAACGATTGC	
SLAT 3' dspm1_LP	CTTATTTTCAGTAAGAGTGTGGGGT<br>TTTGG	For ga2ox6
WiscDs-Lox p745_LP	AACGTCCGCAATGTGTTATTAAGT<br>TGTC	For ga2ox1, ga2ox8_line2
SALK LB1.3_LP	ATTTTGCCGATTTTCGGAAC	For ga2ox2/3/4/7, ga2ox8_line1
ga2ox8_line1_LP	TCGTACCTAGCTTGTTTTTAGAGG	ga2ox8_line1
ga2ox8_line1_RP	TGTGGAGAATTATCCCAATAACAA<br>G	
ga2ox8_line2_LP	TGAAGTTGACGAAGTTCCTACG	ga2ox8_line2
ga2ox8_line2_RP	GAGCTTCCTGTGATTGACGTC	

Table S2: List of primers used for cloning.

part	5'-3' primers used for domestication
pGA2OX8	F: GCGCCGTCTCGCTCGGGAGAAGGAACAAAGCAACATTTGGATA<br>R: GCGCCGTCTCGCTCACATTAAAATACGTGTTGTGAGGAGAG
CDS <i>GA2OX8</i>	F: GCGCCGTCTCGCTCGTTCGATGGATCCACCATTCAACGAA<br>R: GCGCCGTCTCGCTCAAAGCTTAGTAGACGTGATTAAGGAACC
CDS <i>AXR3-1</i>	Part 1<br>F: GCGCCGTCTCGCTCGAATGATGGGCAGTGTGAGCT<br>R: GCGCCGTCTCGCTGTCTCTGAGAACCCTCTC<br>part 2<br>F: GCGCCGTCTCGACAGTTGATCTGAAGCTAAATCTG<br>R: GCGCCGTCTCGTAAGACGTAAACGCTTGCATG<br>part 3<br>F:<br>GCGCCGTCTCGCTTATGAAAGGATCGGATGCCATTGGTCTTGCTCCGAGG<br>R: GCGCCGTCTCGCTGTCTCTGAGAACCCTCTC
CDS <i>MP</i>	Part 1<br>F: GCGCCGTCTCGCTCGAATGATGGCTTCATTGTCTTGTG<br>R: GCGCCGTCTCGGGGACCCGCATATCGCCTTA<br>part 2<br>F: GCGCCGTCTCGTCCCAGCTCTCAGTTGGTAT<br>R: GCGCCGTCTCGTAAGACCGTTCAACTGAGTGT<br>part 3<br>F: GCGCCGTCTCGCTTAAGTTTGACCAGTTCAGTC<br>R: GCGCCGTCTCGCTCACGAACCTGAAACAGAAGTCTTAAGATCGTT<br>for ΔMP<br>F: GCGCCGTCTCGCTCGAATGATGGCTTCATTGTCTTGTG<br>R: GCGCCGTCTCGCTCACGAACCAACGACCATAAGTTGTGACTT

Table S3: List of primers used for qPCR

Gene	AGI number	5'-3' primers
<i>GA20OX2</i>	AT5G51810	F:AGAAACCTTCCATTGACATTCCA
		R:AGAGATCGATGAACGGGACG
<i>GA3OX1</i>	AT1G15550	F:GATCTCCTCTTCTCCGCTGCT
		R:GAGGGATGTTTTCACCGGTG
<i>EF-1a</i>	AT5G60390	F:TGAGCACGCTCTTCTTGCTTTCA
		R:GGTGGTGGCATCCATCTTGTTACA
<i>GH3.3</i>	AT2G23170	F:TCGGGTTGCGGATAAGTCGA
		R:ACACACCTCGGCACCTTGTA
<i>GA2OX6</i>	AT1G02400	F:GATCCTTTCAAGTTCAGCTCGG
		R:TCTAACCGTGCGTATGTAATCATTC
<i>GA2OX8</i>	AT4G21200	F:CATGGAGCAATGGCATGTACA
		R:GGTTCGTCATCACACGGTGTT

Supplemental methods

Quantitative reverse transcription PCR

Quantitative reverse transcription followed by real-time PCR was performed using DB RT-PCR SYBR Mix (Diana Biotechnologies) at 58°C annealing temperature on a LightCycler480 instrument (Roche). 100-times diluted DNase-treated RNA was used as a template. Arabidopsis *EF1a* and *ACTIN2* (Arabidopsis gene IDs At5g60390 and AT3G18780, respectively) were used as references. Relative transcript abundancies were then calculated using the equation:

$$rel. transcript level = \frac{\sqrt[2]{eff_{ref1}^{CP_{ref1}} \cdot eff_{ref2}^{CP_{ref2}}}}{eff_{target}^{CP_{target}}}$$

Where eff_{ref} and eff_{target} stand for the RT-qPCR efficiencies of reference and target genes, respectively, and CP_{ref} and CP_{target} stand for the respective crossing points of reference and targets genes. Positive transcript levels and the quality of RT-qPCR products were verified by melting curve analysis. Primer sequences are shown in Supplemental Table S3.

Gibberellin level analysis

Gibberellin content was determined in 10 mg of freeze-dried Arabidopsis root samples using three technical replicates per genotype according to the modified method described in Urbanová et al.¹. Briefly, after adding 1 mL of ice-cold 80% acetonitrile containing 5 % formic acid as extraction solution, the tissue samples were homogenized to a fine consistency using 2.7-mm ceria stabilized zirconium oxide beads (Next Advance Inc., USA) and an MM 400 vibration mill at a frequency of 27 Hz for 3 min (Retsch GmbH & Co. KG, Germany). The crude extracts were then extracted overnight at 4 °C using a benchtop laboratory rotator Stuart SB3 (Bibby Scientific Ltd., UK) after adding internal gibberellins standards ([2H2]GA1, [2H2]GA4, [2H2]GA9, [2H2]GA19, [2H2]GA20, [2H2]GA24, [2H2]GA29, [2H2]GA34 and [2H2]GA44) purchased from OlChemIm, Czech Republic. The homogenates were centrifuged at 36 670 g and 4 °C for 10 min, and corresponding supernatants were further purified using mixed-mode SPE cartridges (Waters, Ireland) and analyzed by ultra-high performance liquid chromatography-tandem mass spectrometry consisted of Acquity UPLC I-Class System (Waters, USA) and triple stage quadrupole mass spectrometer Xevo TQ-XS (Waters, USA) equipped with electrospray interface working in negative mode. GAs were detected using multiple-reaction monitoring mode of the transition of the ion [M-H]⁻ to the appropriate product ion. Masslynx 4.2 software (Waters, USA) was used to analyze the data and the quantitation of GA levels was performed based on the standard isotope dilution method².

Microtome sections and histology

Plants were grown for 14d on ½ MS plates. Root anatomy was analysed 0.5 cm from the root base. Root segments were fixed in 4% formaldehyde and embedded into paraffin after dehydration in an ethanol-butanol series³. Sections (10µm, Leica 2155 microtome) were collected on alum gelatine-coated slides³, stained with Safranin O and counterstained with Fast Green FCF⁴. Stained sections were mounted in Pertex and documented under brightfield and UV excitation (U-MWU filter block) on an Olympus BX51 microscope (Olympus Corp., Tokyo, Japan) equipped with a Nikon Digital Sight 10 camera (Nikon Instruments Inc.). Image analysis was performed in NIS Elements 3.22.15 (Laboratory Imaging). Xylem vessels with at least partially lignified cell wall were considered as differentiated, secondary xylem vessels without a thick cell wall, but distinguishable by cell size, were counted as differentiating, and the total area of the stele included the developing phellogen.

References

1. Urbanová, T., Tarkowská, D., Novák, O., Hedden, P. & Strnad, M. Analysis of gibberellins as free acids by ultra performance liquid chromatography-tandem mass spectrometry. *Talanta* **112**, 85–94 (2013).
2. Rittenberg, D. & Foster, G. L. A new procedure for quantitative analysis by isotope dilution, with application to the determination of amino acids and fatty acids. *J. Biol. Chem.* **133**, 737–744 (1940).
3. Soukup, A. & Tylová, E. Essential methods of plant sample preparation for light microscopy. *Methods Mol. Biol.* **1992**, 1–26 (2019).
4. Ohansen, D. A. *Plant Microtechnique*. (McGraw-Hill Book Company, Inc. New York and London, 1940).

How the deposited data were processed for this re-analysis (not part of the article)

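RNA was sequenced from root tips of Arabidopsis seedlings of Col-0, pG1090::XVE ≫ AXR3-1 and pG1090::XVE ≫ ΔMP, after 90 min of mock or after 90 or 180 min of estradiol, with 3 libraries in each of 9 groups. All 27 libraries were used. The letters A, B and C come from the sample titles, and neither the titles nor the paper's text states that a letter marks a shared batch or culture. The paper's statistics section gives at least 3 biological replicates for each experiment, and the replicate number in the sample labels follows the treatment and is the same for the 3 libraries of a group.

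The paper's methods name Rcorrector and Trim Galore for the reads, while the notes with the deposited samples name Trimmomatic, and the values do not tell which was used. The authors quantified the reads with Salmon 1.3.0, with correction for positional, sequence and GC bias, against the coding sequences of TAIR10, and tested differences with sleuth. The deposited estimated counts are Salmon's numbers of read pairs per transcript, and the deposited TPM are the abundances of the same runs, corrected for effective length and scaled to the same total in each library. The coding sequences hold no UTRs, so reads that fall only in a UTR are not counted. The estimated counts are not corrected for depth, which ranged from 13634037 to 34272503 read pairs per library (median 20071330). Counts summed over a group of 3 libraries are given beside the values of low genes, since 8 counts over 3 libraries, as for GA2OX8 in AXR3-1 at 180 min, leave a wide error.

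Of 27313 genes, 26645 had an entry in the RefSeq annotation of TAIR10.1 and 10370 had a symbol other than the identifier. The chromosome lengths and locus identifiers of TAIR10.1 serve for all coordinates given here, 1-based, and the authors' build is TAIR10. Reads from IAA17/AXR3 and ARF5/MP transgenes cannot be told from those of the native genes. The share of 31-base words of a coding sequence that occur in another gene served as a measure of reads shared between paralogs.

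Estimated counts were summed per gene, rounded and fitted with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling, prior count 0.125), all 27 libraries in 1 fit with a mean per group. The filter on low counts, filterByExpr, kept 19530 genes. P-values were adjusted by Benjamini and Hochberg's method over all genes tested, and a gene was called at an adjusted p of at most 0.05 and a log2 fold change of at least 1 in size, the thresholds of the paper's methods. Each estradiol group was compared with the mock of its line, the response of ΔMP or AXR3-1 with that of Col-0 by an interaction term, the mock of each inducible line with that of Col-0, and 180 min with 90 min of estradiol for the listed genes. Means of TPM are given with the SD. The fold of a gene with no count in a group was computed against a floor of 3 counts over that group.

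Lists of genes were set against all other genes with camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01. All lists and 12 comparisons made 252 tests, of which 64 passed an adjusted p of 0.05 with the preset correlation and 28 with an estimated one, each of these among the 64. The lists cover GA signaling, GA biosynthesis, GA2OX genes, other GA genes, Aux/IAA genes, auxin conjugation and oxidation, auxin synthesis, auxin transport, lateral root LBD genes and MP targets, ethylene synthesis, cytokinin type-A ARR genes, cell wall loosening, cell division, root meristem and stem cell niche, root hair, root cap, endodermis and vascular tissue, green tissue, touch and wounding, low oxygen, and the circadian clock. Of 195 list members, 4 did not match their symbol in the annotation (GA2OX9, GA2OX10, DAO1 and DOF5.8) and were left out. The genes of Fig. 1A were seen in that figure before the lists were written.

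The genes named are those of Fig. 1A with GH3.3, IAA17/AXR3 and ARF5/MP, list members as examples of their list, and the 10 with the largest rise and the 10 with the largest fall in each of 4 comparisons at 180 min (each inducible line against its mock, and relative to Col-0). For the last, a gene had to pass both thresholds, have a mean of at least 2 TPM in the higher group and a symbol, and have every estradiol library on the same side of every mock library.

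The alternatives tried were DESeq2 1.42.0, library totals without TMM, no filter on low counts (23904 genes), the filter of sleuth of 5 counts in 47% of libraries (19614 genes), an offset for effective length, a fit of only the libraries compared, limma on log2 of TPM plus 0.5 or 1, limma on genes with a TPM of 1 in 3 libraries (19126 genes), the letter as a block, leaving out each library in turn, no minimum fold, camera with an estimated correlation, and CPM in place of TPM. DESeq2 gave no adjusted p for 4 genes in ΔMP at both times, in AXR3-1 at 180 min and in the interactions, for 382 in AXR3-1 and Col-0 at 90 min and in the ΔMP mock against the Col-0 mock, for 760 in Col-0 at 180 min and for 1517 in the AXR3-1 mock against the Col-0 mock.

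The fits were tested on simulated data with the means and library sizes of the 19530 genes, 100 genes changed by a log2 of 1 and 100 by 2. For ΔMP at 180 min, edgeR recovered 90% and 98% of them at an adjusted p of 0.05, with median estimates of 1.00 and 1.99, and called 2 unchanged genes past both thresholds and 9 at the adjusted p alone. For the ΔMP response minus that of Col-0 it recovered 84% and 94% and called 0, and 7 at the adjusted p alone. The TPM of the 956 genes that the held part of Dataset S1 lists were checked against the files. In 27 of 27 libraries, 100% of the values of at least 1 TPM lay within 1%, which covered 709 to 724 of the genes. GA2OX6 is not among those genes. No pair of libraries in a group was a duplicate, since the chi-square per gene between them lay from 2.3 to 10.3. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.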

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

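In this part, the tests of other splits of the libraries, of the low-oxygen genes, of the time of day and of GA2OX6 against Col-0 were chosen only after the results were seen, while those of photosynthesis genes and of shared words were set beforehand.

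The response of each inducible line differed from that of Col-0 by the interaction test, in 486 called genes for ΔMP and 467 for AXR3-1 at 180 min of estradiol, and in 50 and 51 at 90 min. GA2OX1 (2.79), GA2OX6 (1.06) and GA2OX8 (3.66) rose more in ΔMP than in Col-0 on the log2 scale. In AXR3-1, GA2OX8 (−3.13) was lower and GA2OX2 (1.16) higher relative to Col-0. The GA2OX2 difference is lost without library A (0.91, adjusted p = 0.0816) or C (1.04, 0.0534) of Col-0 at 180 min of estradiol or library A of the Col-0 mock (0.96, 0.0702).

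Other genes that the paper does not discuss also changed at an adjusted p of at most 0.05 in edgeR's test. EXPA17 had −5.92 in ΔMP and 1.81 in AXR3-1 at 180 min. In AXR3-1, ACS7 rose by 2.54 and YUC7 by 3.54, and RSL4 had −2.09. WOX5, which marks the quiescent center, rose by 1.33 in ΔMP. PCO1, induced by low oxygen, had −1.81 in Col-0 at 180 min. The ΔMP mock differed from the Col-0 mock in 67 called genes, and the clock gene PRR5 was higher there by 0.82, below the fold threshold.

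For each comparison of 3 libraries with 3, the 10 possible splits are too few for a share under 0.05. The real split, 1 of 10, called 712 genes in ΔMP, 513 in AXR3-1 and 48 in Col-0 at 180 min, 67, 104 and 47 at 90 min, and 67 and 17 between the mocks of ΔMP or AXR3-1 and Col-0, and the highest other split called 0 in each. For the interactions, 60 of 200 possible splits were drawn. As many genes as in the real one were called in 5 of 60 for ΔMP at 180 min (486, against 650 in the highest other split), 6 for ΔMP at 90 min (50 against 224), 2 for AXR3-1 at 180 min (467 against 508) and 5 for AXR3-1 at 90 min (51 against 93). All of these other splits kept the libraries of a line together, the estradiol libraries in 4 of 4, 4 of 5, 1 of 1 and 4 of 4, and the mock libraries in the 1 that is left. They hold the difference between the lines, the structure behind the high numbers, and are no measure of chance. The splits that mixed the lines in both treatments called at most 0, 0, 0 and 1 genes, in 49, 49, 43 and 42 splits, but mixed lines also widen the spread within a group. So these splits neither exclude chance nor speak for it.

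Genes of low oxygen fell in Col-0 at 180 min of estradiol, 5 of 8 tested (5 adjusted over the list alone): PCO1, ADH1 (−1.40), LBD41 (−1.40), HRA1 (−0.84) and PDC1 (−0.52). Without library A of Col-0 at 180 min HRA1 had −0.71 (adjusted p = 0.0755), and without B of the Col-0 mock −0.74 (0.0543). A single Col-0 mock library as the cause of the group is argued against, since at least 4 of the 5 still passed without any 1 of those libraries. Mock and estradiol plates were both poured, so pouring alike in every line could part them only through the longer time at 180 min. In Col-0 at 90 min, these 5 genes had a median log2(TPM + 0.5) of 0.48 to 0.80 with estradiol. It was 1.52 to 2.30 in the mock. The 5 were picked for their fall from that mock, so their levels cannot decide. Over all 8 genes, the median response lay above that of Col-0 by 0.61 in ΔMP (standard error 0.25) and 0.46 (0.25) in AXR3-1 at 180 min. At 90 min it lay 0.70 (0.24) and 0.19 (0.25) above, so an effect of pouring that grows with time cannot be told apart from others. A difference in how the Col-0 mock plates or their tissue were handled stays open and was not tested, it could move the Col-0-subtracted values of these genes, and no biological explanation was tested, since Col-0 carries no inducible transgene.

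Genes of the clock and of green tissue were higher in the ΔMP mock than in the Col-0 mock, 6 of 10 and 2 of 3 (6 and 3 adjusted over the list alone), with CCA1 at 0.65, PRR5 at 0.82 and RBCS1A at 0.84. A different time of day at harvest cannot be told apart from other causes, since the 4 morning genes had a median of 0.44 but the median of the 4 evening genes, 0.22, was below the SD between them (0.28). More green tissue in the ΔMP mock samples stays open as an explanation of part of the pattern. Of 72 photosynthesis genes, 56 were expressed enough to test, 8 rose and 0 fell. Their median of 0.30 was above that of all 10000 random lists matched on expression. Those lists were drawn gene by gene and lack the correlation among photosynthesis genes. The rank therefore cannot decide the question, since a shared shift of the class from any cause would raise it. The most abundant listed genes were still low in each mock, with RBCS1A at 36.9 TPM in ΔMP and 20.4 in Col-0, and PSBO1 at 28.0 and 20.2. The genetic background of the ΔMP line stays among the explanations, as untested.

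GA2OX6 fell in AXR3-1 at 180 min of estradiol, and also in Col-0. At 180 min, an effect of time, medium or estradiol as the whole cause cannot be told apart from one of AXR3-1. The difference from Col-0 there (−0.27, standard error 0.11) lay below 0 but had an adjusted p of 0.148 in the interaction test. Measured from 90 min of estradiol instead of the mock, the difference becomes 0.13 (adjusted p = 0.634). That value cannot decide the question, since IAA17/AXR3 was already at 1185 TPM in AXR3-1 at 90 min of estradiol. At 90 min, when the mock shared time and medium with the estradiol groups, the difference from Col-0 was −0.40 (standard error 0.11, adjusted p = 0.0474). That call is lost (adjusted p = 0.0507 to 0.131) without any 1 of its libraries but C of AXR3-1 or of Col-0 at 90 min. It therefore does not decide the question either. Reads shared with paralogs are excluded, since 0.0% of the 31-base words of GA2OX6 occur in another gene. The biological explanation that the design gives, inhibition of auxin signaling by AXR3-1, stays open as a hypothesis.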

How the results depend on the processing

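Except for the exchange of the mock for 90 min of estradiol, which was chosen after seeing the data, all alternatives in this part were set beforehand. Their use for single listed genes was extended after a first full run to all comparisons in which such a gene passed. Each count of called genes stayed within 1.5 times its value with no TMM, the filter of sleuth, the offset for effective length, the fit of only the libraries compared and no filter on low counts. For single genes and lists, 12181 of 13103 values kept their direction and their side of the threshold, 895 were no longer past it, 18 came to pass it, and 9 reversed. All 9 reversals came with 90 min of estradiol in place of the mock, which measures another change. Among the 12181, 187 changed sign while past the threshold in neither setting. No scaling moved the median of all genes by over 0.1.

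For the counts below, the cause was not tested unless stated. With limma on log2(TPM + 0.5), the called genes were 35 in ΔMP, 57 in AXR3-1 and 30 in Col-0 at 90 min, 33 for ΔMP minus Col-0 at 90 min, 39 for the ΔMP mock against the Col-0 mock, and 102 in opposite directions in ΔMP and AXR3-1 (155 in edgeR). With limma on log2(TPM + 1), which shrinks folds of low genes by construction, they were 440, 275 and 23 at 180 min in ΔMP, AXR3-1 and Col-0, 26, 44 and 21 at 90 min, 26 for ΔMP minus Col-0 at 90 min, 302 and 28 for AXR3-1 minus Col-0 at 180 and 90 min, 29 and 5 for the mocks of ΔMP and AXR3-1 against Col-0, and 77 in opposite directions. With limma on genes filtered by TPM they were 37 in ΔMP and 62 in AXR3-1 at 90 min, 31 for ΔMP minus Col-0 at 90 min, 40 between the mocks of ΔMP and Col-0, and 103 in opposite directions. DESeq2 called 11 between the mocks of AXR3-1 and Col-0.

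With no minimum fold, which keeps more genes by construction, 4847, 3803 and 1233 genes passed at 180 min in ΔMP, AXR3-1 and Col-0, 787, 1142 and 574 at 90 min, 1970 and 284 for ΔMP minus Col-0 at 180 and 90 min, 2121 and 269 for AXR3-1 minus Col-0, and 746 and 400 for the mocks of ΔMP and AXR3-1 against Col-0. Up and down, these were 2487 and 2360, 2069 and 1734, and 445 and 788 at 180 min, 250 and 537, 512 and 630, and 107 and 467 at 90 min, 1113 and 857, and 144 and 140 for ΔMP minus Col-0, 1345 and 776, and 143 and 126 for AXR3-1 minus Col-0, and 360 and 386, and 101 and 299 for the mocks, so the larger part turned from up to down in ΔMP at 90 min and between the mocks of ΔMP and Col-0, and from down to up in AXR3-1 at 180 min and for AXR3-1 minus Col-0 at both times. After subtraction of Col-0, 94 genes were called in opposite directions (60 and 34, against 3.92 and 1.94 for independent lists) and 7 in each same direction (3.74 and 2.03). Both subtract the same Col-0 libraries, whose noise moves both differences the same way, so it adds to the genes in the same direction and not to those in opposite ones. With an estimated correlation, 28 in place of 64 list tests passed.

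With a minimum fold, the share of called genes that were up moved by over 10 points for AXR3-1 at 90 min with no filter (50.7% against 35.6%), for ΔMP minus Col-0 at 90 min with limma (72.7%, 76.9% and 74.2% against 60%), for Col-0 at 180 min (26.1% and 35.7% against 45.8%), for ΔMP at 90 min (67.6% against 56.7%), for the mocks of ΔMP and Col-0 (62.1% against 50.7%), and for the mocks of AXR3-1 and Col-0 with DESeq2 (36.4% against 47.1%). Without 1 library it moved as far for these mocks (AXR3-1 mock A 60%, B 31.2%, C 22.2%, Col-0 mock A 14.3%, C 27.3%), for Col-0 at 180 min (estradiol B 30.3%, mock A 32.5%), for AXR3-1 minus Col-0 at 90 min (AXR3-1 mock C 26% against 37.3%) and for ΔMP minus Col-0 at 90 min (ΔMP estradiol C 49.1%).

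With 90 min of estradiol in place of the mock, so that the change from 90 to 180 min is measured, 263 genes were called for AXR3-1 minus Col-0 and 406 for ΔMP minus Col-0. In ΔMP relative to Col-0, WAG2 (−0.18), WRKY33 (−0.0472), LBD41 (−0.44), HRA1 (−0.33) and SAUR29 (−0.66) reversed. In AXR3-1, IAA2 (0.22), IAA11 (0.037), GH3.3 (0.12) and PIN3 (0.0115) reversed. GA2OX8, IAA1, GH3.2, YUC3, YUC5 and RSL4 in AXR3-1 and YUC8, YUC9, RGL3, RHD6 and GA20OX5 in ΔMP no longer passed the test. The GA2OX6 difference was 1.19 in ΔMP (adjusted p = 4.89e-10), and GA2OX8 was at 3.88.

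Leaving out each library in turn gave 673 to 721 genes in ΔMP, 476 to 513 in AXR3-1 and 33 to 60 in Col-0 at 180 min, 57 to 70, 87 to 118 and 29 to 52 at 90 min, 458 to 503 and 35 to 55 for ΔMP minus Col-0 at 180 and 90 min, 434 to 473 and 44 to 57 for AXR3-1 minus Col-0, 49 to 64 and 9 to 20 for the mocks of ΔMP and AXR3-1 against Col-0, and 141 to 155 in opposite directions. The 9 came without library C of the AXR3-1 mock, and the 29 without library C of the Col-0 mock. The call of GA2OX6 in AXR3-1 at 90 min (−0.28, adjusted p = 0.0219) is lost without library A or B of its estradiol group (adjusted p = 0.143 and 0.0902) or B or C of its mock (0.0581 and 0.0755). For ΔMP minus Col-0, the calls of IAA5 and GA20OX5 are lost without library A of the Col-0 mock (adjusted p = 0.159 and 1), and that of WOX5 without library A or B of it or C of ΔMP at 180 min (adjusted p = 0.0532, 0.0532 and 0.0589).

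With the letter as a replicate block, the counts were 715, 510 and 47 at 180 min in ΔMP, AXR3-1 and Col-0, 66, 106 and 49 at 90 min, 483 and 49 for ΔMP minus Col-0, 476 and 51 for AXR3-1 minus Col-0, 65 and 17 for the mocks, and 154 in opposite directions. On average, deviations from the group means correlated at 0.0082, 0.0026 and 0.0112 among libraries A, B and C, and at −0.0037 between letters. Single pairs ran from −0.175 to 0.203 within a letter and from −0.189 to 0.191 between letters. Such averages show no common effect of the letter, but cannot exclude a batch shared by some of the libraries. From 90 to 180 min of estradiol, 82 listed genes changed in ΔMP (50 up and 32 down), 70 in AXR3-1 (34 and 36) and 24 in Col-0 (9 and 15), and 84, 74 and 25 without TMM, with no other alternative run. In CPM in place of TPM, GA2OX6 stood above 72% of genes in the Col-0 mock and above 78.4% in ΔMP at 180 min, and GA2OX8 above 29.7% and 76.1%. Depth limits GA2OX8 in AXR3-1, whose 8 counts at 180 min leave a standard error of 0.42.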

Differences from the paper's values

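Each value below is within 1.5 times of the paper's or, for a log2 fold change, within its error. The lowest library held 13634037 assigned read pairs, below the least number of sequenced pairs that the paper gives, and the fragment bound by the cloning primers of GA2OX8 spans 1380 bp, longer than the paper's length, and ends before the coding sequence, of which the paper's fragment holds the first bases. Whether the listed primers are those of the paper's fragment is not known. The GAI log2 fold changes in Col-0, from the paper's table 0.0414 and 0.079, were 0.0349 and 0.0724 here. Mean TPM were set against values read from Fig. 1B for some groups only. They matched for GA2OX8 in ΔMP at 180 min and for GA2OX6 in ΔMP, AXR3-1 and Col-0 at 180 min and in Col-0 at 90 min. The other groups were not compared.

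The following concern rankings and directions. The paper ranks GA2OX6 with GA2OX8 as the genes of their family most induced. The ranking here covers only the GA2OX genes tested, and GA2OX9 and GA2OX10, not matched by symbol, were not looked at. By log2 fold change in ΔMP at 180 min, GA2OX8 (4.69) was first among those tested, as in the paper. GA2OX1 (2.34) lay above GA2OX6 (0.60) in edgeR and in DESeq2 and limma. By the gain in mean TPM, GA2OX6 (11.3) lay above GA2OX1 (6.52). The paper describes GA2OX6 as strongly raised in ΔMP, and its log2 fold change was below 1, the paper's own threshold, in edgeR and in each alternative set beforehand, while relative to Col-0 it was 1.06 (adjusted p = 4.09e-09), past both thresholds. In AXR3-1, GA2OX6 fell as the paper states, though its difference from Col-0 (−0.27) had an adjusted p of 0.148. The difference passed with limma on log2(TPM + 0.5) (adjusted p = 0.0428), on log2(TPM + 1) (0.0474) and after the filter on TPM (0.0414). Over all alternatives set before the data were examined, its adjusted p ran from 0.0414 to 0.339, the latter without library C of AXR3-1 at 180 min of estradiol.

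The paper counts 2 biosynthetic genes as mildly raised in ΔMP and unchanged in AXR3-1. Here 4 of 6 tested rose in ΔMP, of which GA20OX1 (1.45), GA20OX2 (1.59) and GA20OX5 passed both thresholds, and in AXR3-1 none of the 6 passed both. With the filter of sleuth GA20OX5 was not tested, which leaves GA20OX1 and GA20OX2 past both thresholds. With limma on log2(TPM + 0.5), GA20OX1 was at 0.91, which leaves GA20OX2 and GA20OX5. In AXR3-1, GA20OX2 rose by 0.50 and GA3OX1 (−0.41) and GA3OX2 (−0.55) fell at an adjusted p of at most 0.05.

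The paper reports no significant changes in GA signaling genes, and at its thresholds none of the 8 passed here either. At the adjusted p alone, below the fold threshold, RGL3 rose in ΔMP (0.78) and AXR3-1 (0.51) and GID1B in AXR3-1 (0.29).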

Other observations

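In this part the gene lists and comparisons were set beforehand, and no test was chosen after the results were seen. The values are for 180 min of estradiol against the mock unless stated.

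Of 12 auxin transport genes, 7 rose and 2 fell in ΔMP (7 and 3 adjusted over the list alone), and 3 rose and 5 fell in AXR3-1 (3 and 5). The list as a whole passed in neither line (camera, adjusted p = 0.171 and 0.099). The kinase gene PID, which directs PIN polarity, rose by 1.72 in ΔMP, by 1.20 in AXR3-1 and by 0.82 in Col-0, where the call was lost without library A or B at 180 min or B of the mock (adjusted p = 0.0641, 0.0587 and 0.0616). The related kinase genes WAG1 and WAG2 rose by 0.41 and 0.46 in ΔMP and had −1.41 and −1.57 in AXR3-1. Of 9 lateral root LBD genes and MP targets, 2 rose in ΔMP (3 adjusted over the list alone; camera, adjusted p = 0.0407, and adjusted p = 0.118 with an estimated correlation). These were LBD29 (0.90), which acts in lateral root initiation, and ARF19 (0.46). In AXR3-1, 1 rose and 3 fell (1 and 3 adjusted over the list alone), LBD17 (1.00) up and TMO5 (−0.59), TMO7 (−0.50) and ARF19 (−0.23) down. In AXR3-1, LBD17 was lost without library B at 180 min (adjusted p = 0.12) or A (0.0588) or C (0.0741) of the mock, and ARF19 without B at 180 min (0.0659) or A of the mock (0.0505). Of 8 type-A ARR genes, which damp cytokinin signaling, 1 rose and 1 fell in ΔMP and 0 rose and 2 fell in AXR3-1, also when adjusted over the list alone.

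Cell division genes changed little. Of 8, CYCB1;3 alone rose in ΔMP, by 0.25, none in AXR3-1 and 1 in Col-0 (1, 0 and 1 adjusted over the list alone), where the list passed with the preset correlation (adjusted p = 0.0304, and adjusted p = 0.31 with an estimated correlation). In ΔMP, CYCB1;3 was lost without library B at 180 min (adjusted p = 0.113) or C of the mock (0.123). Of 5 root meristem genes, WOX5 rose in ΔMP from 3.96 to 9.94 TPM and SCR, which specifies endodermis, had −0.17, while SCR rose by 0.24 in AXR3-1, with the same counts adjusted over the list alone. The fall of SCR was lost without library C at 180 min (adjusted p = 0.145) or A (0.0747) or C (0.0733) of the mock. Of 3 root cap genes, 2 fell in ΔMP (camera, adjusted p = 0.0403, and adjusted p = 0.246 with an estimated correlation), and 1 rose and 2 fell in AXR3-1, also when adjusted over the list alone. BRN1, which acts in root cap maturation, had −1.21 in ΔMP and rose by 0.63 in AXR3-1, SMB had −0.34 and −0.53, and BRN2 fell in AXR3-1 (−0.85). SMB in ΔMP was lost without library A at 180 min (adjusted p = 0.102) or B (0.0846) or C (0.0598) of the mock. Of 7 endodermis and vascular genes, CASP2 (−0.28) fell in ΔMP, and in AXR3-1 the xylem regulator VND6 rose by 0.60 and SUC2 had −0.57, with the same counts adjusted over the list alone. CASP2 was lost without library B at 180 min (adjusted p = 0.124) or C of the mock (0.108), and VND6 without C at 180 min (0.22) or A (0.149) or B (0.0729) of the mock.

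Of 7 touch and wounding genes, 6 rose in AXR3-1 (6 adjusted over the list alone; camera, adjusted p = 0.0298 with an estimated correlation), among them TCH4 (1.20), WRKY33 (1.05), the calmodulin-like TCH3 (0.94) and ZAT12 (0.89). In ΔMP, 3 rose and 1 fell (3 and 2 adjusted over the list alone), with TCH3 at 1.63. In Col-0, 2 fell (2 adjusted over the list alone; adjusted p = 0.0438, and adjusted p = 0.255 with an estimated correlation). Of 3 green tissue genes, 2 fell in ΔMP (3 adjusted over the list alone) and 1 rose and 1 fell in AXR3-1 (1 and 1).

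Low-oxygen genes, high in the Col-0 mock, passed as a list in Col-0 at 180 min (adjusted p = 0.000103, and adjusted p = 0.112 with an estimated correlation). Among the 8, 1 fell in ΔMP and none in AXR3-1 (1 and 0 adjusted over the list alone). Of 10 clock genes, 4 fell in Col-0 (7 adjusted over the list alone, with a camera adjusted p = 0.0139 with an estimated correlation). In ΔMP 5 fell (6 adjusted over the list alone, camera adjusted p = 0.00119, and adjusted p = 0.0758 with an estimated correlation). In AXR3-1 5 fell (6 adjusted over the list alone, camera adjusted p = 0.00322, and adjusted p = 0.112 with an estimated correlation). The mock was sampled at 90 min, so these falls also hold 90 min of time, which cannot be told apart from the treatment.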
